# The Transcriptomic Response of Rat Hepatic Stellate Cells to Endotoxin: Implications for Hepatic Inflammation and Immune Regulation

**DOI:** 10.1371/journal.pone.0082159

**Published:** 2013-12-09

**Authors:** Stephen A. K. Harvey, Anil Dangi, Ashish Tandon, Chandrashekhar R. Gandhi

## Abstract

With their location in the perisinusoidal space of Disse, hepatic stellate cells (HSCs) communicate with all of the liver cell types both by physical association (cell body as well as cytosolic processes penetrating into sinusoids through the endothelial fenestrations) and by producing several cytokines and chemokines. Bacterial lipopolysaccharide (LPS), circulating levels of which are elevated in liver diseases and transplantation, stimulates HSCs to produce increased amounts of cytokines and chemokines. Although recent research provides strong evidence for the role of HSCs in hepatic inflammation and immune regulation, the number of HSC-elaborated inflammatory and immune regulatory molecules may be much greater then known at the present time. Here we report time-dependent changes in the gene expression profile of inflammatory and immune-regulatory molecules in LPS-stimulated rat HSCs, and their validation by biochemical analyses. LPS strongly up-regulated LPS-response elements (TLR2 and TLR7) but did not affect TLR4 and down-regulated TLR9. LPS also up-regulated genes in the MAPK, NFκB, STAT, SOCS, IRAK and interferon signaling pathways, numerous CC and CXC chemokines and IL17F. Interestingly, LPS modulated genes related to TGFβ and HSC activation in a manner that would limit their activation and fibrogenic activity. The data indicate that LPS-stimulated HSCs become a major cell type in regulating hepatic inflammatory and immunological responses by altering expression of numerous relevant genes, and thus play a prominent role in hepatic pathophysiology including liver diseases and transplantation.

## Introduction

The liver presents the first line of host defense against pathogens, toxins and aberrant cells by removing them from the portal circulation. It contains phagocytic Kupffer cells (KCs) as well as immune competent cells, including antigen-presenting cells (APCs) [dendritic cells (DCs) and KCs], natural killer (NK) and NKT cells, and T cells [1-3]. DCs and KCs activate effector T cells in an antigen-specific and MHC-restricted manner, which elicit immune response. The liver exhibits immune tolerance as evident from its harboring of viruses (HBV and HCV) and infectious organisms (e.g., malaria parasite), portal venous and oral tolerance to antigens, and tumor metastasis [4,5], as well as the maintenance of the allograft function in some liver transplant recipients who discontinue immunosuppressive drugs, and in many animal models across the MHC barriers [6-12]. Furthermore, the early phase of transplantation is characterized by inflammatory and ischemia/reperfusion-induced liver injury, which is repaired within a reasonable time period. During exposure to various pathogens and toxins as well as physical trauma also the liver is subjected to inflammatory injury that must be resolved in a timely manner to regain physiologic structure and function. Recent evidence indicates that the perisinusoidal hepatic stellate cells (HSCs) play an important role in the regulation of hepatic inflammation and immunity [13].

HSCs, a major site of retinoid(s) storage and quiescent physiologically, become activated progressively during liver injury by releasing retinoids and acquiring a myofibroblast-like fibrogenic, contractile and proliferative phenotype. Such progressive activation of HSCs can be achieved in cell culture from quiescent [high retinoids and no α-smooth muscle actin (α-sma) expression] through transitionally activated (moderate retinoids and α-sma expression) to highly activated (low or no retinoids and high α-sma expression) [13]. Transitionally activated HSCs are found in the liver during acute liver injury and early times after transplantation. We had hypothesized that interactions of HSCs with the gram-negative bacterial endotoxin (lipopolysaccharide, LPS), produced in the gut and delivered to the liver via portal vein almost continuously, might have significant influence on the hepatic inflammatory and immune responses. We found that both quiescent [14] and transitionally activated [15-17] rat HSCs respond to very low levels of LPS (1 ng/ml), and produce nitric oxide (NO), tumor necrosis factor α (TNFα) and interleukin 6 (IL6). Mouse HSCs were also found to produce these and several other cytokines and chemokines, synthesis of which is influenced by LPS [18-20]. 

Both human [21] and murine HSCs [19,20] produce chemokines that induce chemotaxis of conventional and regulatory T cells (Tregs) and DCs; also, HSCs’ large stores of retinoic acid and ability to produce TGFβ can potentially influence the homing of migratory immune cells [22]. However, relative to gut DCs, HSCs exhibited much lower potential to induce CCR9 and α4β7 expression on CD8 T cells, and even the addition of all-trans retinoic acid failed to increase this effect [23]. HSCs were shown to present lipid and peptide antigens to NKT and CD4/CD8 T cells respectively [24], but they also induce apoptosis of CD4 and CD8 T cells [19,25], and inhibit splenic DC-induced proliferation of CD8 T cells in a CD54-dependent manner [26] and CD3/CD28-induced activation/proliferation of CD8 T cells by expressing B7H4 [27]. In contrast, HSCs promote expansion of Tregs [19,28] that is augmented when HSCs are pre-treated with LPS [19], enhance DC- and TGFβ-mediated expansion of Tregs, and block TGFβ-induced differentiation of T helper 17 (Th17) cells [29]. Interestingly, HSC-modulated Tregs possess greater immunosuppressive potential than control cells [19], and HSC-conditioned DCs exhibit reduced potential to activate T cells [20]. We recently reported decreased LPS-induced hepatic infiltration of neutrophils in mice depleted of HSCs [30]. Although this information indicates critical role of HSCs in hepatic inflammation and immune regulation via cell membrane-associated and soluble factors, the complete repertoire of the mediators elaborated by LPS-stimulated HSCs is likely much larger than reported in the literature. To gain such understanding, which can be useful for future research, we determined time-dependent changes in inflammatory and immune-regulatory molecules in LPS-stimulated HSCs.

## Materials and Methods

### Isolation and culture of stellate cells

The experimental protocols were reviewed and approved by the Institutional Animal Care and Use Committees of the University of Pittsburgh (#1108658), University of Cincinnati (#12-10-16-01) and Veterans Administration at Cincinnati (12-08-17-02) in accordance with National Institutes of Health guidelines. HSCs were prepared from the livers of male Sprague-Dawley rats as described previously [14,17,19]. The cells were plated at a density of 0.5 x 10^6^ cells/cm^2^, and the medium renewed after overnight culture and then on alternate days. The cells were used on day 7 of culture when the majority expressed α-sma but contained abundant retinoids as assessed by immunohistochemistry, vitamin A autofluorescence and Oil Red staining indicative of transitionally activated phenotype [20]. The purity was also determined via flow and Western blot analysis to rule out contamination of Kupffer cells, endothelial cells and myeloid cells, as well as via immunohistochemistry for α-sma in conjunction with vitamin A autofluorescence (Figure S1).

### Microarray analysis of HSCs

In two independent experiments, rat HSCs were cultured with or without 10 ng/ml LPS for 1h and 24h, then harvested for microarray analysis (i.e., 8 samples). In the first of these experiments, cells were also harvested after 3h, 6h and 12h of LPS treatment, for a total of 11 samples. 

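The 11 arrays are Affymetrix Rat Genome 230 2.0 arrays, which hybridize labelled RNA to sets of short probes. Experiment 1 has 7 arrays (control cells at 1h and 24h and LPS-stimulated cells at 1h, 3h, 6h, 12h and 24h). Experiment 2 has 4 (control and LPS-stimulated cells at 1h and 24h). There are thus 2 arrays for each of control 1h, control 24h, LPS 1h and LPS 24h, and 1 array with no replicate for each of LPS 3h, 6h and 12h. This small number limits the precision of every value. The authors scaled each array to a trimmed mean of 500, and the median signal per array was 167 to 205. The GCOS software called 39.4% of probe sets Present on the LPS 1h array of experiment 1 and 51.1% on its control 24h array, the lowest and the highest share. Median signals of probe sets called Absent were 57.7 to 103. The deposited signals were taken as they are and log2-transformed without further normalization. The 11379 probe sets that were Absent on every array were left out, as in the paper, and 19720 were kept. Each gene was represented by its probe set with the highest mean signal, which gave 10670 genes. Folds compare an LPS array with the geometric mean of both controls of the same experiment, while medians over gene lists at 1h and 24h use the control of the same time. Where the dimmer group was not called Present on any of its arrays, the fold is given as a lower bound (at least). Experiment was a block in the limma model, in which all groups share 1 estimate of the spread. The rank-sum test, which sets all LPS arrays against all controls, is exact and two-sided, and its p-values for single genes are not adjusted. It takes the arrays as interchangeable and leaves out experiment and time. Most LPS arrays are of experiment 1, while the controls are evenly split, so differences between the experiments can enter these p-values. Lists of gene families that the paper discusses hold genes it chose on these arrays, so that a shift of such a list is not independent evidence. A valid 2-fold change follows the paper, with a ratio of at least 2, the higher array Present and a GCOS call of increase or decrease, and is counted over the 14 pairs of an LPS array with a control of the same experiment.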

Total RNA was isolated using the Qiagen RNeasy/Qiashredder systems (Qiagen Inc., Valencia, CA), and processed and analyzed using the appropriate Affymetrix products (Affymetrix Inc., Santa Clara, CA: cited as catalog numbers in boxed parentheses). Eukaryote Poly A RNA internal standards [900433] were added to the samples, and the mRNA component of the total RNA was reverse-transcribed in the presence of a T7-(dT)24 primer [900431]. The resulting cDNA was extracted [900371] and transcribed in the presence of biotin-labeled ribonucleotides [900449]. 20 μg of the biotinylated RNA was fragmented [900371] for 35 minutes at 94°C. Each sample was hybridized overnight to a Rat Genome 230 2.0 Array [900506]. These arrays contained >31,000 panels, each targeting a specific transcript sequence. Approximately 13,400 gene products identified by Entrez Gene numbers are redundantly targeted by 20,500 panels; the remaining panels target products have not yet been assigned Entrez Gene numbers. Affymetrix GCOS 1.4 software was used to assess the presence or absence of the target sequence of each panel, and to make pairwise statistical comparisons among samples. The unscaled mean value was 279 ± 73 (mean ± SD, n = 11), and expression levels were scaled to 500 using the GCOS default method (2% trimmed mean). Across all samples, 46.0 ± 3.6% of panels detected their cognate transcript sequences; 11,379 target sequences were absent from every sample and were omitted from further consideration. In both experiments genes were selected if any LPS-treated time point showed a valid 2-fold change relative to the 1h control. A valid change required that the GCOS software called the higher expressing sample Present (i.e., cognate transcript detected) and that software comparison between the samples showed a significant increase or decrease. Samples treated with LPS for 24h were also compared against the 24h control. Pairwise comparisons of control vs stimulated samples yielded (2 control x 5 stimulated = 10 comparisons) for the first experiment and (2 control x 2 stimulated = 4 comparisons) for the second, a total of 14 pairwise comparisons. 

GCOS generated CEL files and a summary Excel spreadsheet have been posted in the NCBI GEO database:

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=njqfbyueuowsalc&acc=GSE49980

The web-based Ingenuity Pathway Analysis software was used to assign responsive genes to known canonical pathways. 

### Cytokine and nitric oxide measurements

IL6, TNFα, IL1α, IL4, IL13 and RANTES (CCL5) were measured in HSC culture supernatants with a custom-made rat Multi-Analyte ELISArray kit (SA Biosciences). The concentration of nitrite and nitrate (NO end products) was determined using a colorimetric assay kit (Canyan Chemicals, Ann Arbor, MI).

### Quantitative real time-PCR (qPCR) and Western analysis

Expression levels of various mRNAs were measured via qPCR. Briefly, RNAs were prepared from the cells using TRIzol Reagent (Invitrogen), and cDNAs were prepared using high-capacity cDNA reverse transcription kit (Applied Biosystems). qRT-PCR was performed using the Sybr green master mix and 7300 Fast Real-Time PCR System (Applied Biosystems) with PCR primers listed in Table S1. 

 For protein (Western) analysis, cell lysates were prepared as described previously [14,17]. 20 µg of protein was subjected to SDS–PAGE, and the separated proteins transferred on to an Immobilon-P membrane (Millipore, Bedford, MA). After blocking non-specific binding and incubation with appropriate secondary antibody, detection was achieved using an ECL chemiluminescence kit (Amersham-Pharmacia). The Abs used were TLR4 (goat polyclonal: sc12511), MD2 (rabbit polyclonal: sc-20668) and CD14 (goat polyclonal: sc5749) (Santa Cruz Biotechnology, Inc., Santa Cruz, CA), Myd88 (rabbit polyclonal) (Imgenex, San Diego, CA), and α-sma (mouse monoclonal clone 1A4, A2547) (Sigma, St Louis, MO). 

## Results and Discussion

### Comparison of experiments 1 and 2

Comparison of the T1 and T24 responses between experiments (Table S2) showed that of the aggregate 2,065 genes responsive at either time in either experiment, 598 responded in both experiments. Of these 567 (95%) were concordant, responding in the same direction in both experiments while 31 genes (5%) were discordant, showing opposite directions of response. 

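Rsad2 (viperin, an antiviral protein) was at least 319-fold above control at 24h in experiment 1 and at least 110.0-fold above control in experiment 2. Lcn2 (lipocalin 2, an acute-phase protein) was at least 163-fold and at least 31.6-fold above control. Ptgs2 (cyclooxygenase 2) was 51.5-fold and 25.8-fold above control. Among genes with lower signals, Ccna2 (cyclin A2) was 17.1-fold below control in experiment 1 and at least 34.6-fold below control in experiment 2. Of the 10670 genes, 1645 met the 2-fold criterion at 1h or 24h in either experiment and 505 did so in both. Lists of these sizes drawn at random from the same genes would share 97.1. Here a 24h change had to be valid against both controls of its experiment, and against the 1h control alone the counts in either and in both experiments were 1906 and 574. These are counts without a test of single genes. With limma, 0 genes passed an adjusted p of 0.05 at 24h and 0 passed at 1h, and the smallest adjusted p at 24h was 0.0990. The 24h count depended on the setting, with 14 genes for an offset of 50, 64 for a trended and robust variance and 538 with all 4 controls as 1 group. Before adjustment, 1753 genes at 24h and 539 at 1h had p below 0.05, where 534 would by chance. Leaving out 1 array at a time gave 823 to 2173 such genes at 24h and 271 to 1358 at 1h, and leaving out the block gave 985 and 253. In data simulated with the means of these probe sets and spreads drawn from the fitted distribution, limma recovered 27 of 76 8-fold changes at 24h and none of the 4-fold changes. Few probe sets were changed there, and the adjusted p depends on the share that changes, so this recovery need not hold in these data.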

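The same direction was seen for 481 of the shared genes (95.3%), and 24 changed in opposite or mixed directions. Higher signals in both experiments were found for 280 genes, where 23.2 would be shared by chance, and lower signals for 201 genes, where 25.2 would be. The shared increases held 42 of the 63 measured interferon-stimulated genes, 8 of 20 interleukins and related cytokines and 5 of 13 CXC and other chemokines. Among the shared decreases were 17 of 36 cell cycle genes, including Mki67, a marker of proliferating cells. Its signal at 24h was at least 9.42-fold below control in experiment 1 and at least 10.1-fold below control in experiment 2. Genes that met the criterion in experiment 1 alone numbered 916, and 224 met it in experiment 2 alone. With a 3-fold criterion, 222 genes responded in both experiments.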

Canonical pathways analysis using IPA software gave the relative enrichment of pathways (as -log(p) values) for aggregate, concordant, and experiment-exclusive groups (Tables S3 and S4). Concordance better identified the 29 pathways in Table S2, where enrichment of the concordant group exceeded that of the aggregate group. For the 33 pathways in Table S3, the aggregate group has greater enrichment, so the pathways may have different member contributions from the different experiments. Notably, for very few pathways (7 of 62 total; values in bold in the Tables S3 and S4) is the enrichment of experiment-exclusive groups greater than the concordant group, indicating that no important pathways are exclusive to either of the individual experiments.

A full survey of concordance was made using contingency analysis (χ^2^ test, p < 10 ^-300^); this included genes which responded in the first experiment at intermediate times (3h, 6h or 12h) and were also modulated in the second experiment. (Figure S2). Genes with ≥ 3 of 10 valid 2-fold changes in the first experiment were more than twice as likely to be modulated in the second experiment, relative to random chance. This concordance was so marked that genes with ≥ 7 changes in the first experiment and ≥ 3 changes in the second were ≥ 9-fold more common than expected by chance, while genes with ≥ 7 changes in the first experiment and zero changes in the second appeared ≥ 2-fold **less** frequently would than expected. 

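Genes with several valid changes in experiment 1 included Ccna2 with 10 valid decreases over all 14 pairs, and Tlr7, Ccl9, Ccl20, Ifit2, Ifit3 and Rsad2 with valid increases in every pair. Genes with at least 3 valid changes in experiment 1 numbered 1389, and 632 of these had at least 1 in experiment 2, where 133 would be expected. That is 4.75 times the expected number. Of 302 genes with at least 7 changes in experiment 1, 122 had at least 3 in experiment 2, which is 12.9 times the 9.43 expected. A further 75 had none in experiment 2, where 273 would be expected, a 3.64-fold smaller number. For exactly 3 changes in experiment 1 the ratio was 2.51, and it reached 9.27 for exactly 9. The pairs share arrays and the genes are not independent of each other, so no p-value is given for these ratios.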

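Il6, Ptgs2, Ccl5, Vcam1 (an adhesion molecule for leukocytes) and Rsad2 are examples of genes with a higher signal on every one of the 7 LPS arrays than on any of the 4 control arrays. Cd163, a hemoglobin scavenger receptor, and Dusp1, a phosphatase that inactivates MAP kinases, had a lower signal on every LPS array. Such a separation gives the smallest p that the exact test allows for 7 against 4 arrays, which is 0.00606. It was seen for 419 genes (3.93%), where 0.606% would be by chance. After adjustment over all genes (Benjamini-Hochberg), 0 genes remained, and limma on the same 2 groups with experiment as a block called 0 (1914 before adjustment).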

Combining the 7 LPS stimulated samples irrespective of time permits a nonparametric (Mann-Whitney rank sum) test against the 4 control samples, with p < 0.042 for control rank sums which are ≤ 13 or ≥ 35. The 10,903 unique characterized genes with n (14 ≥ n ≥ 0) valid 2-fold differences (Figure S3, unfilled bars) were examined for statistical significance. The 1,692 unique characterized genes with changes at p < 0.042 (filled bars) represent a progressively increasing fraction of the total changes for a given value of n (filled circles, right hand axis). Thus for genes that showed n ≥ 9 changes, those changes were predominantly (fraction > 0.5) statistically significant.

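In the deposited signals, 1461 of 10670 genes reached these rank sums. Signals were higher with LPS for 523 of them and lower for 938, and 453 (4.24%) would be expected by chance. Interferon-stimulated genes accounted for 41 of the genes with higher signals, and growth factors and receptors for 3. Oxidative phosphorylation genes, which encode the respiratory chain, included 7 genes with lower signals. When the arrays were regrouped at random, 7 of 100 drawn splits of the 11 arrays into 7 and 4 gave at least as many genes. The arrays of experiment 2 set against those of experiment 1 gave 3429. Among splits with 2 arrays of each experiment in the smaller group, as for the controls, 2 of 100 gave at least as many. Leaving out 1 array at a time gave 901 genes (without the 24h control of experiment 2) to 1891 (without the LPS 1h array of experiment 1). Leaving out both LPS 1h arrays gave 1937 genes, at 3.18% by chance.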

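Valid changes in at least 9 of the 14 pairs were found for 303 genes, and in all 14 for 8 genes. The share of genes past the rank-sum limits was 8.23% of the 7534 genes with no valid change and 27.6% of the 369 with 4. It was 37.9% of 140 genes at 8 changes, 60.3% of 58 at 9 and 78.5% of 79 at 12. Cd14 (co-receptor for LPS), Tlr2, Irf7 and Mx2 (an antiviral GTPase) are among the genes with 12. Only increases were seen for 1212 genes and only decreases for 1821, while 103 showed both, among them Egr1, an immediate-early transcription factor. With a 3-fold criterion, the genes with any valid change numbered 1550 in place of 3136.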

#### LPS-induced alterations in gene transcripts in HSCs

In addition to the time-dependent changes in HSCs due to LPS stimulation shown Figures 1-9, the magnitude and times of earliest and maximal changes occurring in the various transcripts are shown in Table 1 for a quick reference. 

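In experiment 1 the largest change of the Table 1 genes was an increase for 64 and a decrease for 23. Increases were largest at 3h for 7 genes, at 6h for 17, at 12h for 15 and at 24h for 24. Decreases were largest at 24h for 15 genes and at 6h for 5. A change of at least 2-fold in the direction of the largest change first appeared at 1h for 20 genes and at 3h for 28. Tnf was at least 382-fold above control at 3h, and Mmp3 (stromelysin 1) 308-fold at 24h. Each of these times has 1 array in experiment 1 and no replicate within it.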

The transcripts that are not altered are not shown in this Table.

**Figure 1:**
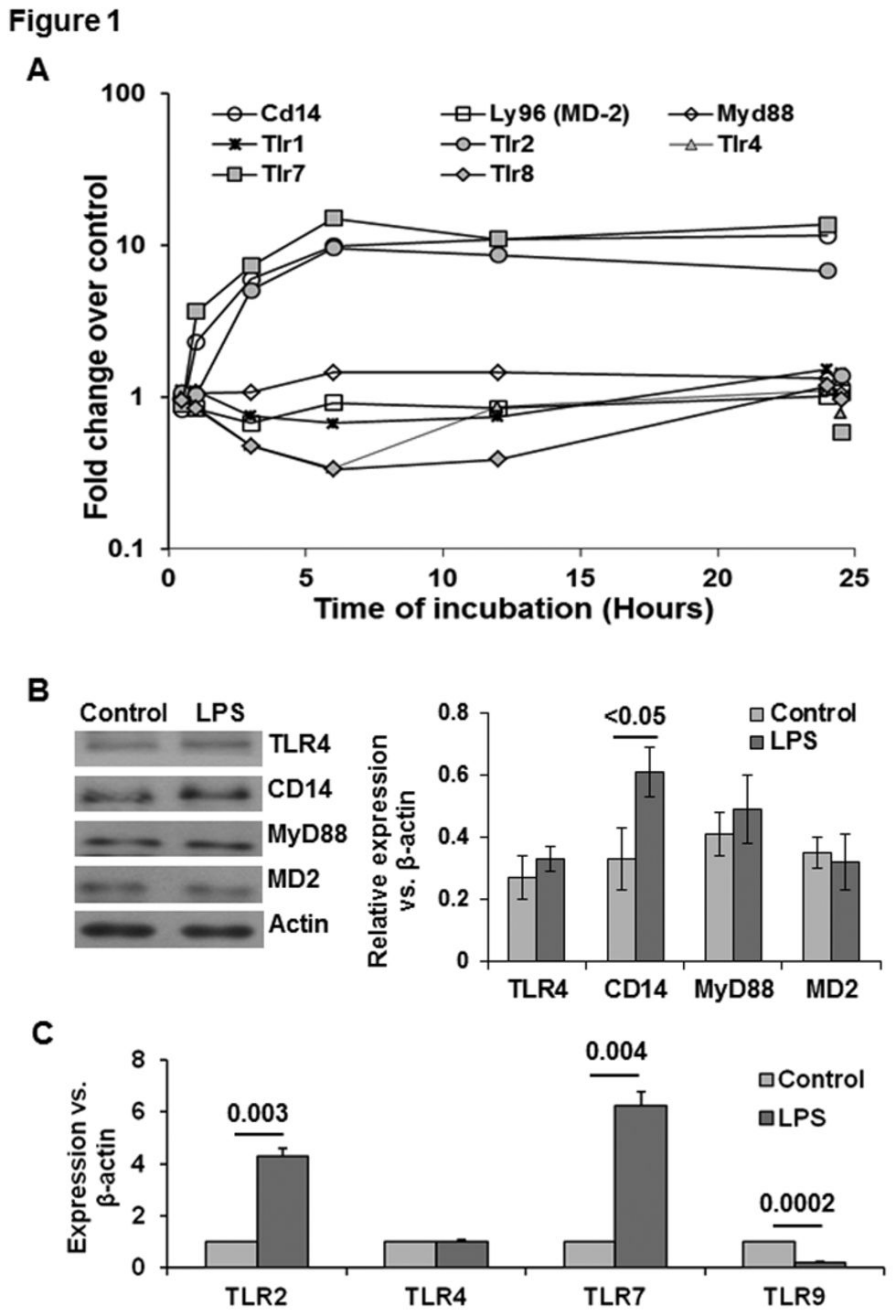
TLR and other LPS-response elements in LPS-stimulated HSCs. (A) Microarray data show time-dependent changes in the indicated transcripts. For clarity control gene expression at 1 and 24h is offset to 0.5h and 24.5h respectively. (B) A representative Western blot (left pane) and densitometric analysis (right panel) of the indicated molecules at 24h following stimulation with 10 ng/ml LPS. (C) qPCR analysis of the indicated molecules with p values showing statistical differences. The values (B,C) shown are form 3 separate determinations from different batches of HSCs. Statistical significance was derived from student’s t-test using Microsoft-excel program.

**Figure 2:**
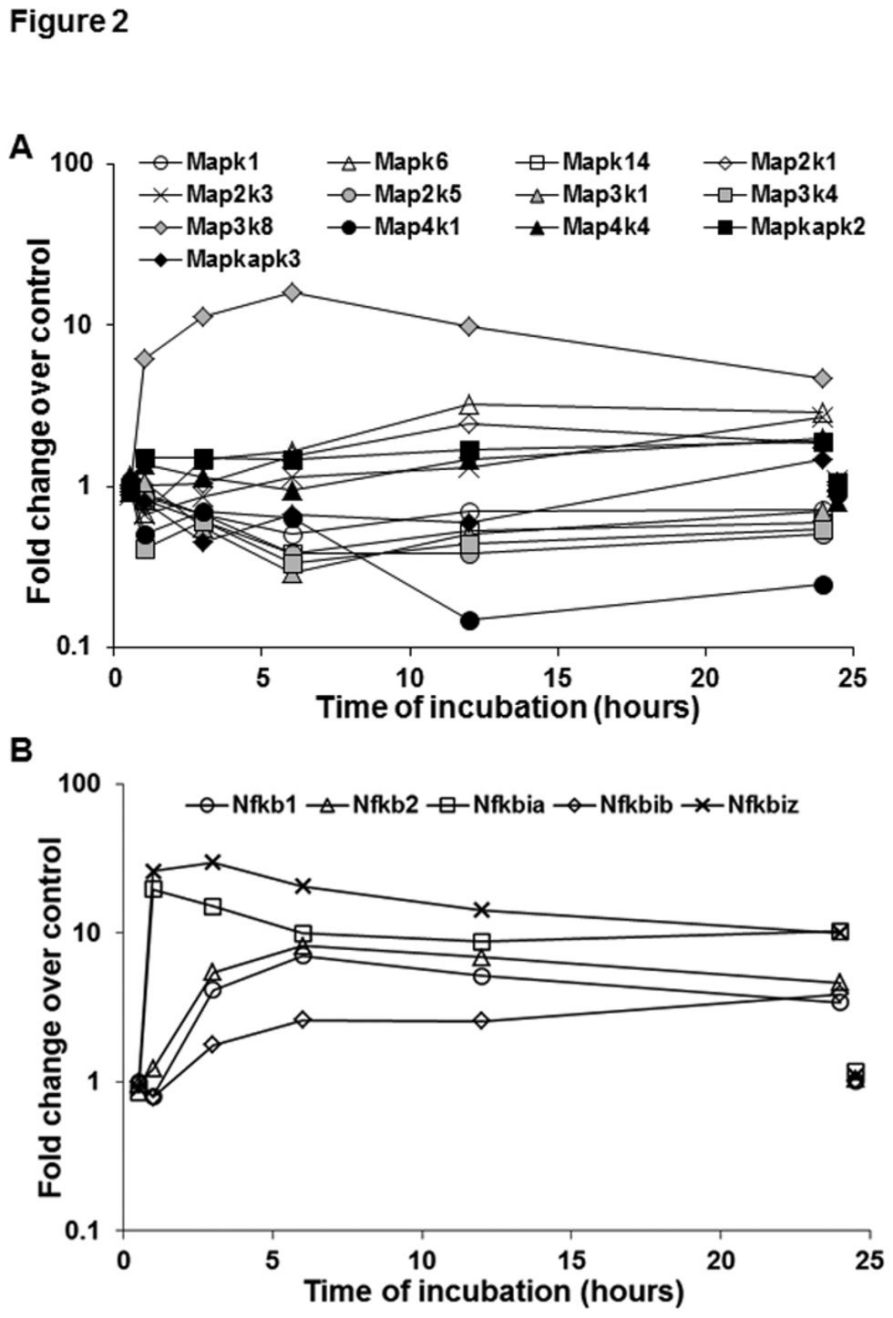
Gene expression of MAPKs and NFkB signaling in LPS-stimulated HSCs. Microarray data show changes in the indicated transcripts for MAPK related (A) and NFkB-related genes (B) in HSCs stimulated with 10 ng/ml LPS. For clarity control gene expression at 1 and 24h is offset to 0.5h and 24.5h respectively.

**Figure 3:**
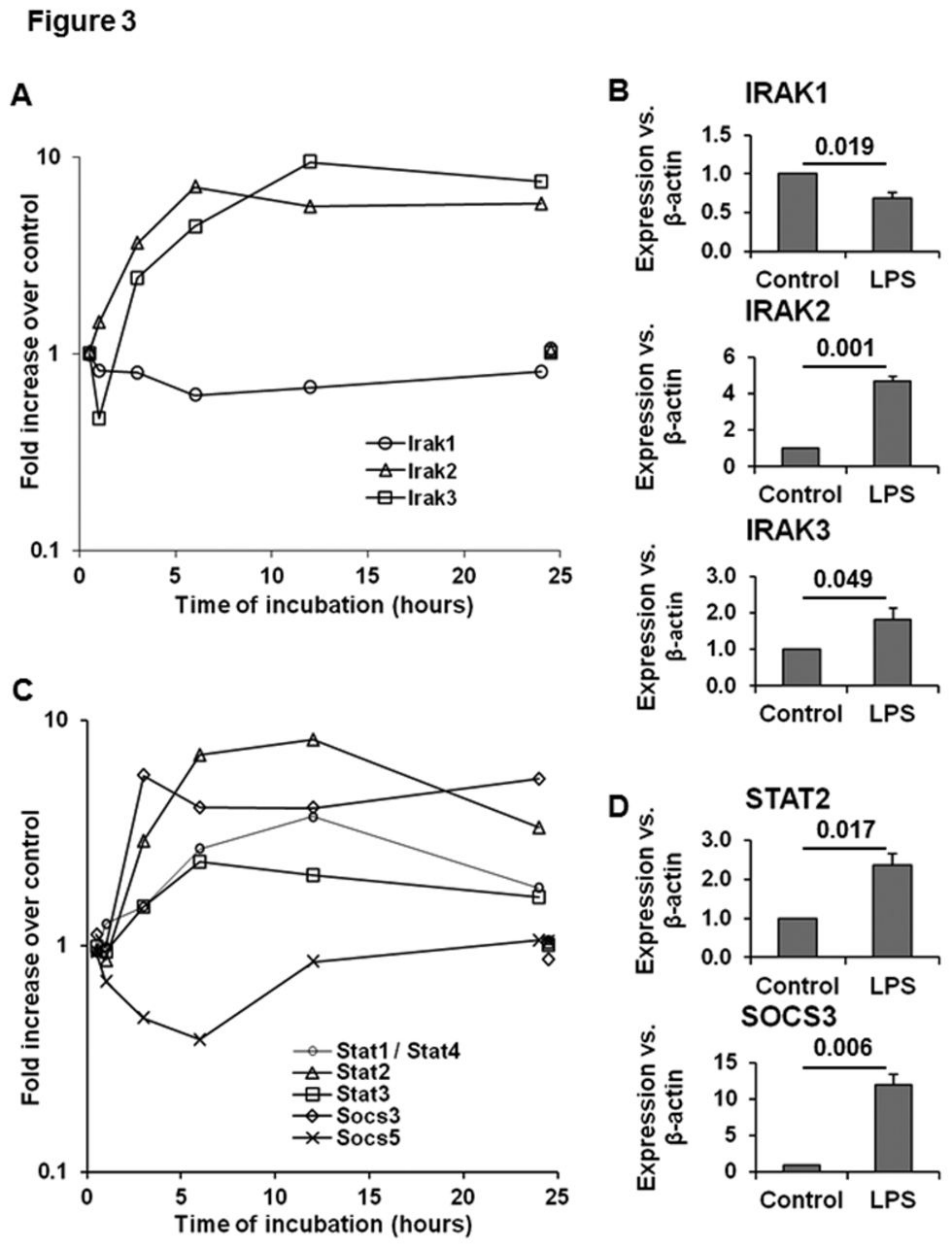
Gene expression of IRAK, STAT and SOCS signaling in LPS-stimulated HSCs. Microarray data show LPS-induced time-dependent changes in the transcripts for Irak1-3 (A), and Stat1-3, Socs3 and Socs5 (C), and their mRNA expressions as determined by qPCR at 24h following stimulation with LPS (B and D). For clarity control gene expression at 1 and 24h is offset to 0.5h and 24.5h respectively. The numbers in the histograms (B and D) are the p values form 3 separate determinations from different batches of HSCs. Statistical significance was derived from student’s t-test using Microsoft-excel program.

**Figure 4:**
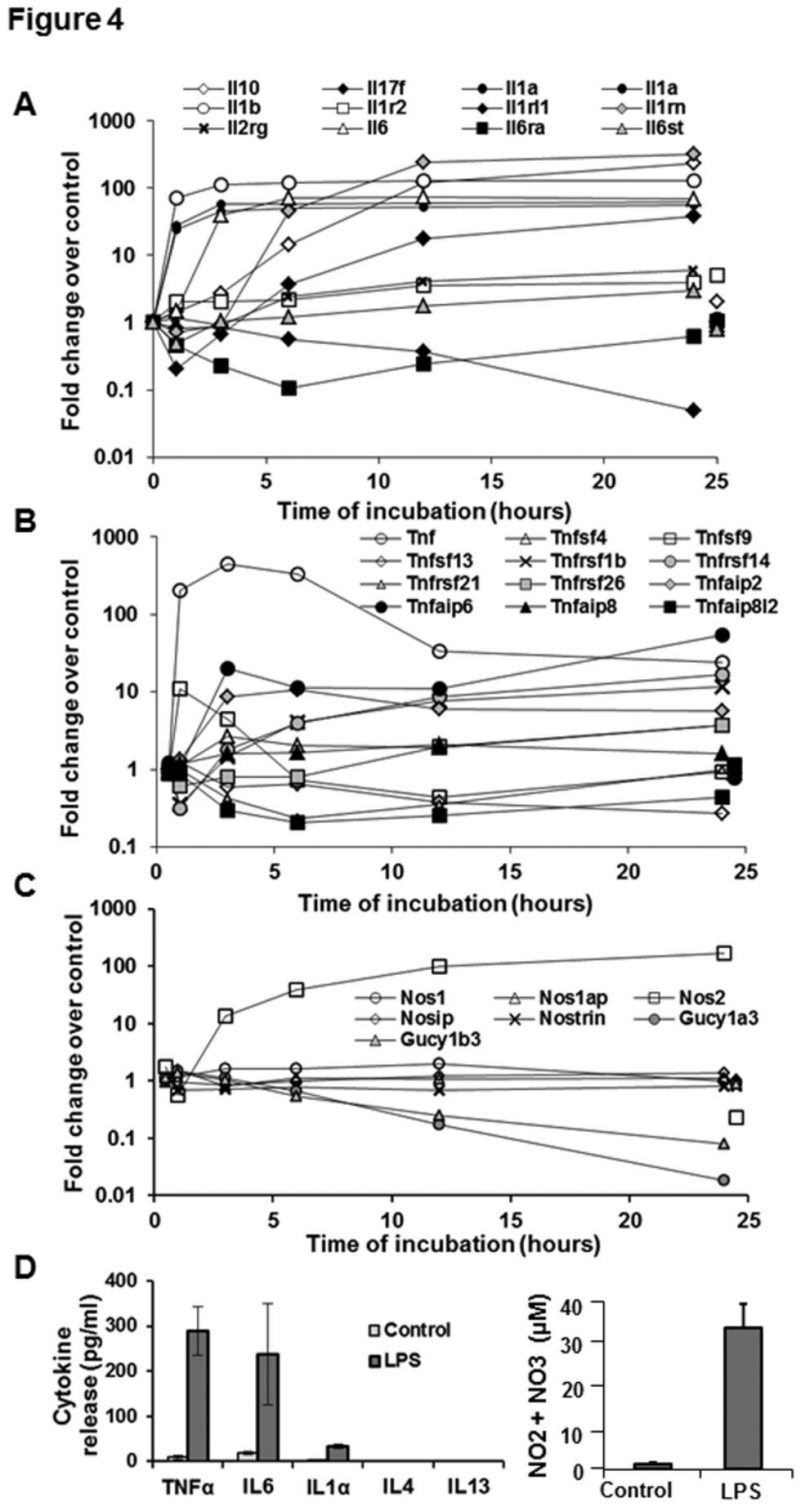
Changes in interleukins, TNF family members, iNOS and functionally related genes in LPS-stimulated HSCs. (A-C) Microarray data show changes in the indicated transcripts for interleulins, TNF-related genes and NOS-related genes. For clarity control gene expression at 1 and 24h is offset to 0.5h and 24.5h respectively. (D) Release of cytokines as measured by ELISA and of NO2+NO3 (a measure of NO synthesis) in the culture supernatants of unstimulated and LPS (10 ng/ml)-stimulated cells at 24h. The values form 3 separate determinations from different batches of HSCs. Statistical significance was derived from student’s *t*-test using Microsoft-excel program.

**Figure 5:**
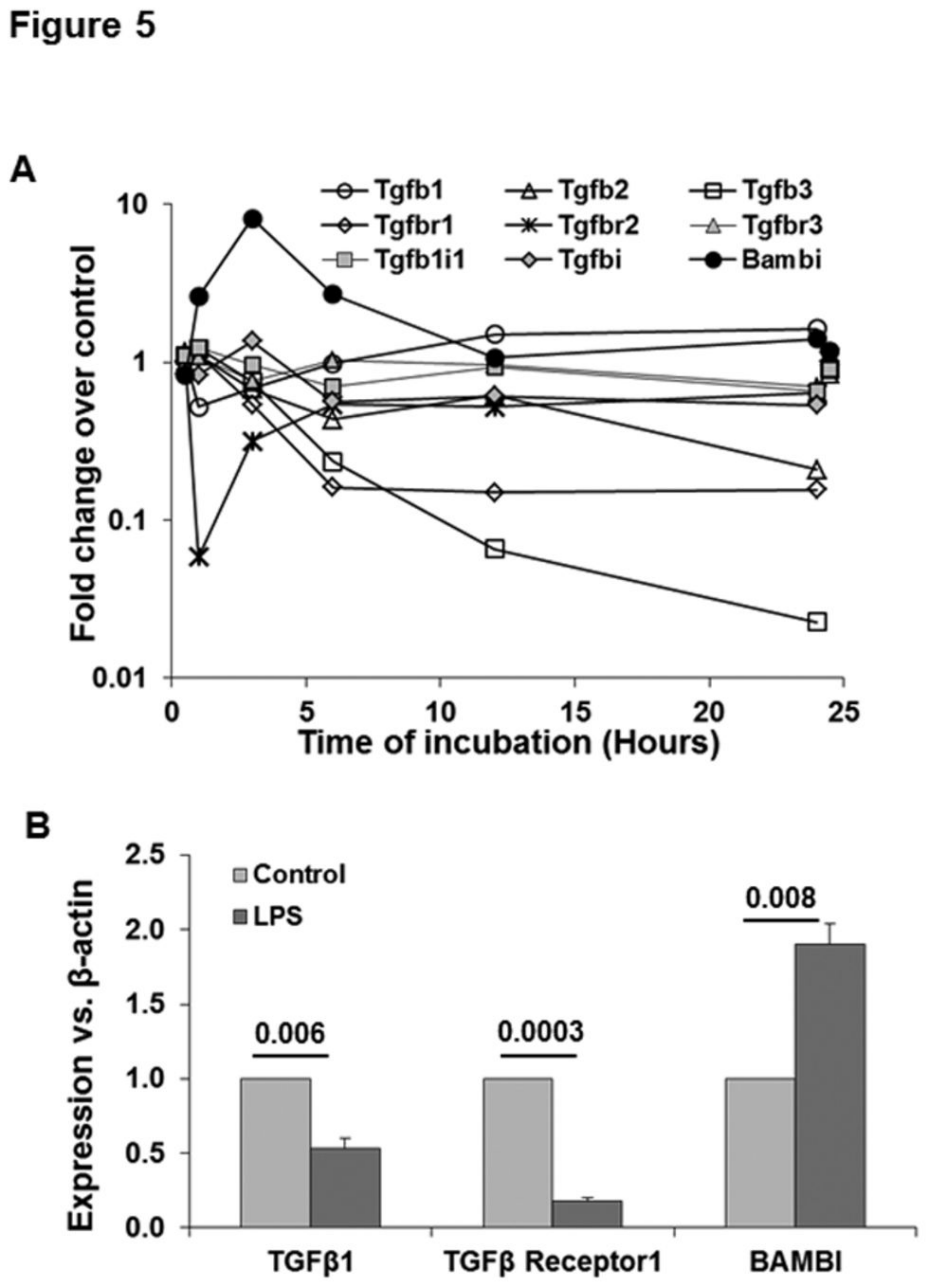
Changes in TGFβ and related genes in LPS-stimulated HSCs. (A) Microarray data show LPS-induced changes in the indicated transcripts in HSCs. For clarity control gene expression at 1 and 24h is offset to 0.5h and 24.5h respectively. (B) qPCR data showing mRNA expression of the indicated molecules at 24h following stimulation with 10 ng/ml LPS. The numbers are p values form 3 separate determinations from different batches of HSCs. Statistical significance was derived from student’s *t*-test using Microsoft-excel program.

**Figure 6:**
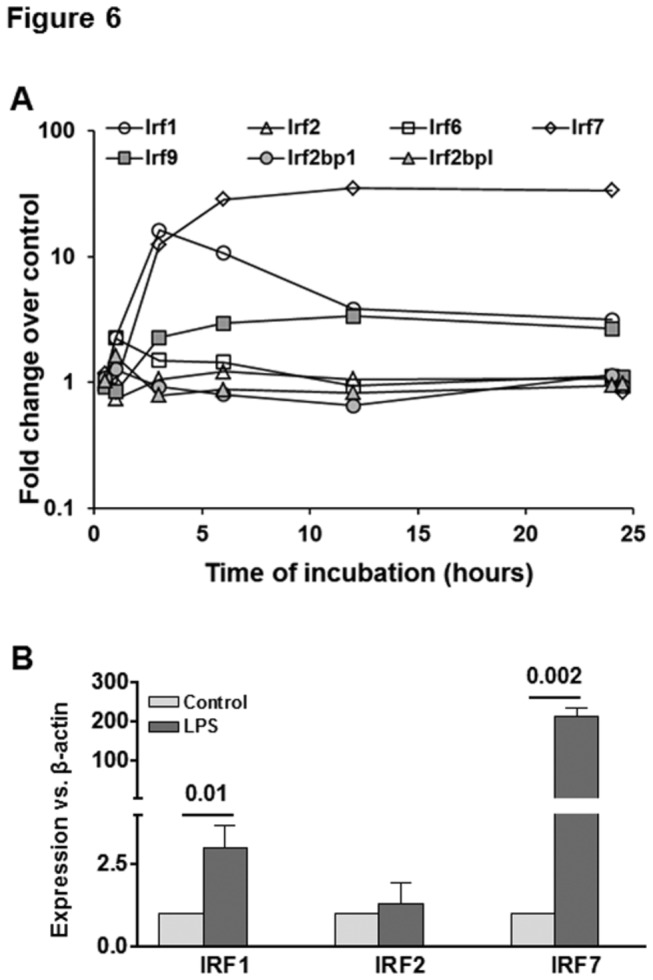
Changes in IRF and related genes in LPS-stimulated HSCs. (A) Microarray data show LPS-induced in the indicated transcripts. For clarity control gene expression at 1 and 24h is offset to 0.5h and 24.5h respectively. (B) qPCR data showing mRNA expression of the indicated molecules at 24h following stimulation with 10 ng/ml LPS. The numbers are p values form 3 separate determinations from different batches of HSCs. Statistical significance was derived from student’s *t*-test using Microsoft-excel program.

**Figure 7:**
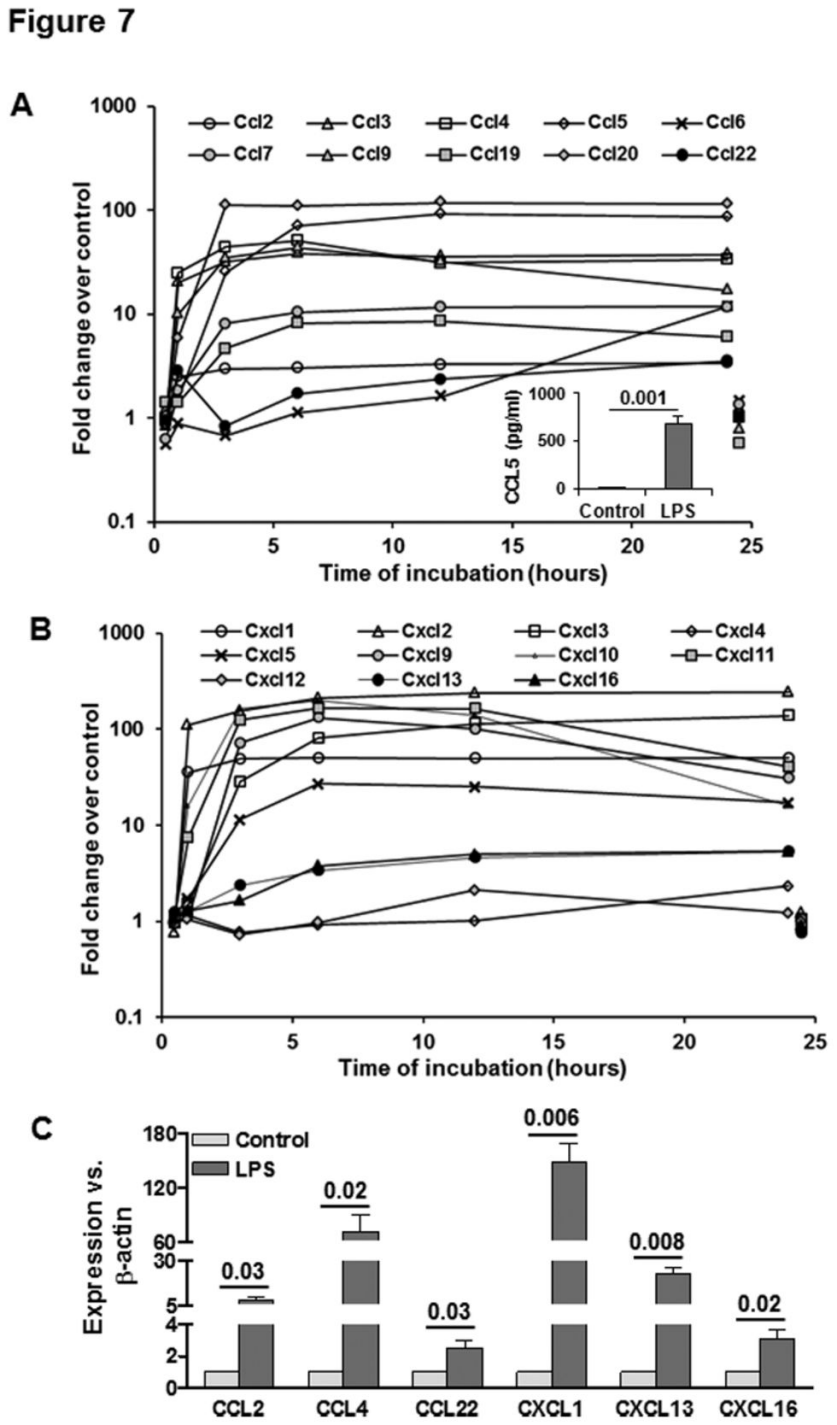
LPS-induced changes in Ccl and Cxcl chemokines. Microarray data show LPS-induced changes in CCL (A) and CXCL (B) class of chemokines in HSCs. For clarity control gene expression at 1 and 24h is offset to 0.5h and 24.5h respectively. Inset in (A) shows CCL5 release by HSCs stimulated with 10 ng/ml LPS for 24h as determined by ELISA. (C) qPCR data showing mRNA expression of the indicated molecules at 24h following stimulation with 10 ng/ml LPS. The numbers are p values form 3 separate determinations from different batches of HSCs. Statistical significance was derived from student’s *t*-test using Microsoft-excel program.

**Figure 8:**
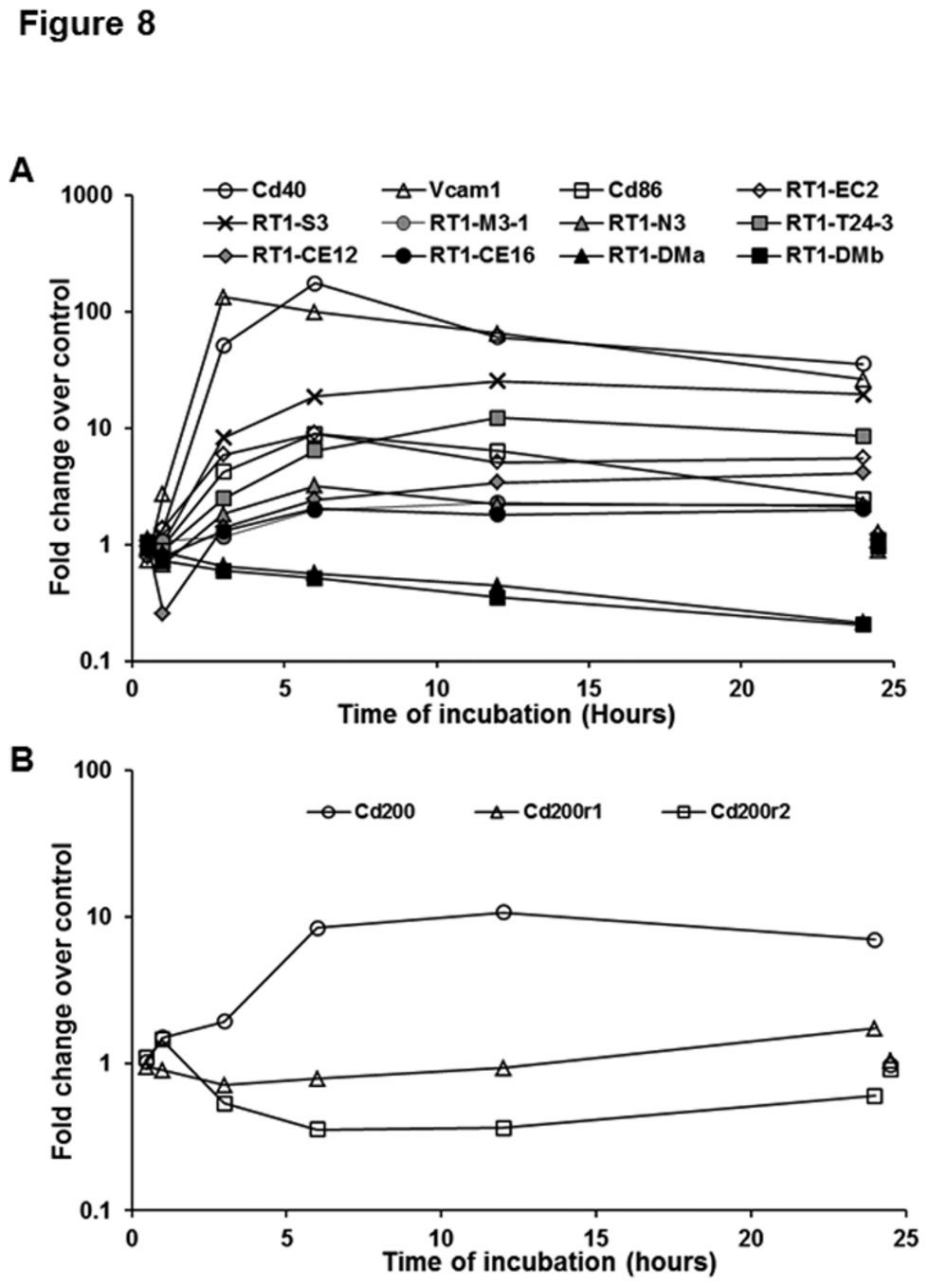
LPS-induced changes in antigen-presenting molecules. Microarray data show LPS-induced changes in the transcripts for indicated antigen-presenting and co-modulatory molecules (A), and for CD200 and its receptors (B) in HSCs. For clarity control gene expression at 1 and 24h is offset to 0.5h and 24.5h respectively.

**Figure 9:**
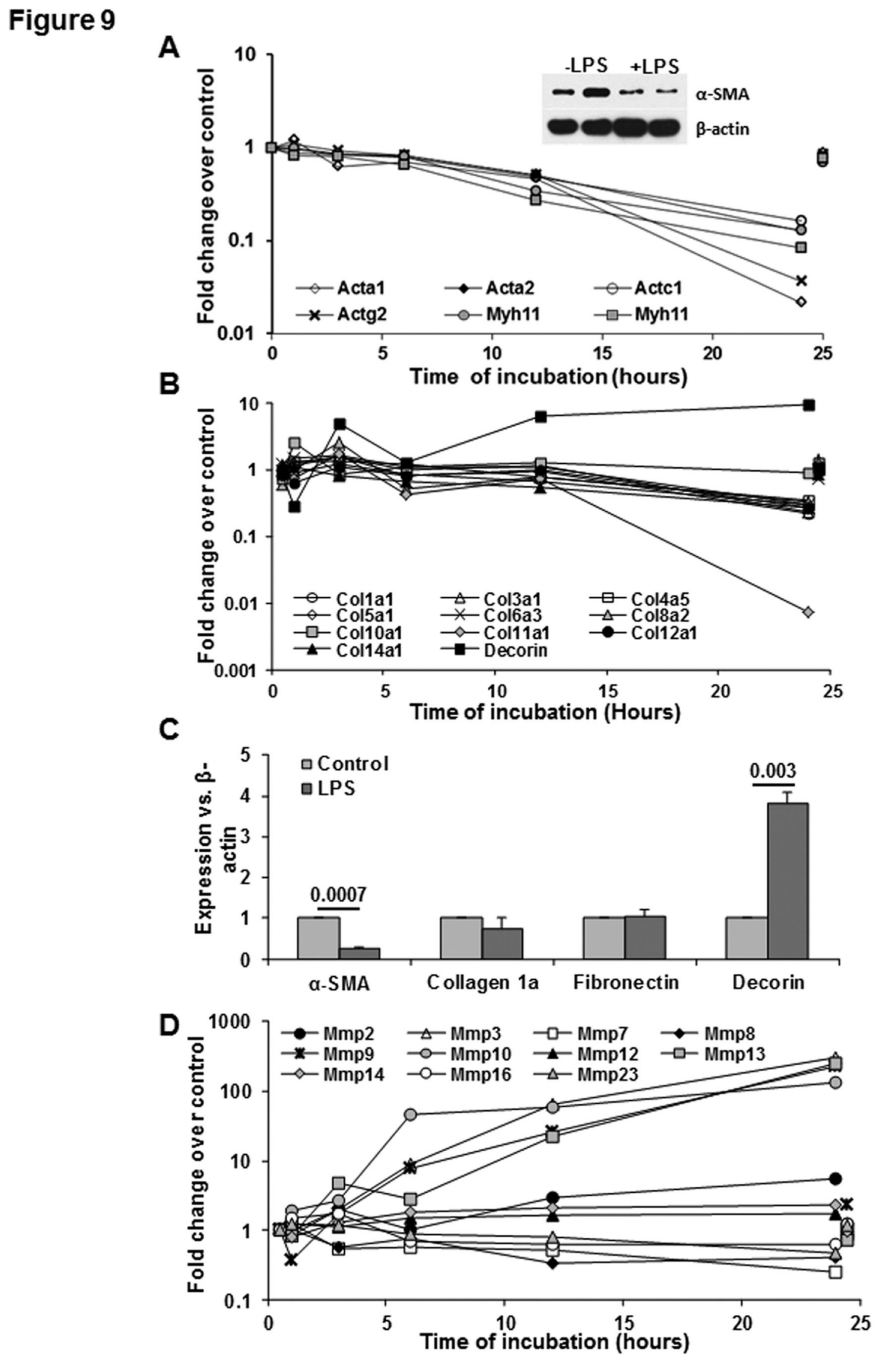
Effect of LPS on the genes associated with HSC activation. (A, B, D) Microarray data show LPS-induced time-dependent changes in the indicated transcripts. For clarity control gene expression at 1 and 24h is offset to 0.5h and 24.5h respectively. Inset in (A) shows a Western blot for α-sma protein expression in unstimulated and LPS (10 ng/ml)-stimulated HSCs. (C) qPCR data showing mRNA expression of the indicated molecules at 24h following stimulation with 10 ng/ml LPS. The numbers are p values form 3 separate determinations from different batches of HSCs. Statistical significance was derived from student’s *t*-test using Microsoft-excel program.

**Table 1:** Alterations in LPS-induced gene transcripts in HSCs.

	Earliest 2-fold change (h)	Max fold increase(Decrease in **bold**)	Time at max change (h)
LPS Response Elements (Figure 1)			
Cd14	1	14.0	24
Tlr2	3	9.0	6
Tlr7	1	16.8	6
Tlr8	6	**-2.9**	6
MAPK Signaling (Figures 2)			
Mapk14	6	**-2.7**	6
Mapk1	6	**-2.1**	6
Mapk6	12	3.5	12
Map2k1	12	2.6	12
Map2k3	24	3.1	24
Map3k1	6	**-3.5**	6
Map3k4	6	**-3.1**	6
Map3k8	1	18	6
Map4k4		(+70%)	24
NFkB Signaling (Figures 3)			
Nfkb1	3	7.1	6
Nfkb2	3	8.6	6
Nfkbia	1	23.3	1
Nfkbib	6	3.9	24
Nfkbiz	1	32.8	3
IRAK/STAT/SOCS Signaling (Figures 3)			
Irak2	3	6.9	6
Irak3	3	9.5	12
Stat1/Stat4	6	4.0	12
Stat2	3	9	12
Stat3	6	3	6
Socs3	3	6	3
Socs5	3	**-2.2**	3
Cytokines (Figures 4-6)			
Il1a	1	59.7	24
Il1b	1	137.9	12
Il6	3	79	12
Il10	12	242.7	24
Il17f	12	40.2	24
Il17ra		(**-48%**)	6
Il17re	6	**-5.2**	24
Tnf	1	419.5	3
Tnfaip6	3	44.8	24
Tgfb1		(+55%)	24
Tgfbr1	3	**-7.5**	24
Bambi	1	9.8	3
Irf1	3	15.2	3
Irf7	3	30	12
Irf9	3	3.7	12
C-C Chemokines (Figure 7)			
Ccl2	1	3.9	24
Ccl3	1	46.2	6
Ccl4	1	52.6	6
Ccl5	3	107.1	12
Ccl6	12	21.5	24
Ccl7	1	18.8	24
Ccl9	1	36.0	6
Ccl19	3	6.1	12
Ccl20	1	113.7	12
Ccl22	12	3.7	24
CXC Chemokines (Figure 7)			
Cxcl1	1	52.3	6
Cxcl2	1	316.8	24
Cxcl3	3	144.8	24
Cxcl5	3	23.2	6
Cxcl9	3	23.8	6
Cxcl11	1	146.2	6
Cxcl13	6	4.3	24
Cxcl16	6	5.0	24
Surface molecules of immune cell interactions (Figure 8)			
Cd40	3	186.0	6
Vcam1	1	180.8	3
Cd86	3	9.6	6
RT1-EC2	3	11.6	6
RT1-CE12	6	3.9	24
RT1-T24-3	3	11.7	12
RT1-A2 / RT1-A3 / RT1-EC2	6	4.2	24
RT1-M3-1	6	2.5	12
RT1-N3	6	2.9	6
RT1-S3	3	26.4	12
RT1-DMa	12	**-4.4**	24
RT1-DMb	12	**-4.5**	24
Cd200	6	11.0	12
Markers of stellate cell activation (Figure 9)			
Acta 1	12	**-45.0**	24
Acta2	24	**-7.6**	24
Actg2	24	**-25.9**	24
Decorin	1	10.9	24
Col1a1	24	**-4.4**	24
Col3a1	24	**-4.0**	24
Col1a1	24	**-4.4**	24
Col4a5	24	**-2.9**	24
Col5a1	24	**-3.9**	24
Col8a2	3	4.4	3
Col11a1	3	**-110.5**	24
Col12a1	24	**-4.0**	24
Col14a1	12	**-4.3**	24
Mmp2	3	5.6	24
Mmp3	6	308.1	24
Mmp7	24	**-4.1**	24
Mmp9	6	230.4	24
Mmp10	6	133.1	24
Mmp13	6	255.4	24
Mmp14	12	2.3	24
Mmp23	24	**-3.9**	24

### Expression of LPS response elements by HSCs

The liver is the major target of gut bacteria-derived pathogen-associated molecular patterns (PAMPs) such as LPS, peptidoglycans and RNA/DNA. PAMPs are recognized by the specific toll-like receptors (TLRs): lipoproteins by TLR1 and TLR2, double stranded (ds)RNA by TLR3, LPS by TLR4, Flagelin by TLR5, single stranded RNA by TLR7 and TLR8, and CpG-containing DNA by TLR9. The cell’s response to the PAMPs is dependent upon the presence and association of TLRs with their co-receptors and adaptor molecules (e.g., CD14, MD2 and MyD88) [31]. LPS elicited variable effects on the various response elements. LPS increased expression of Cd14 transcript but not of Myd88 and Md2 (Figure 1A), which was consistent with their protein expression (Figure 1B). 

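Cd14 rose with LPS. Its signal was 1524 and 2152 on the control arrays of experiment 1 and 4250.2 at 1h, and it reached 21282 at 24h, which is 11.8-fold above control. Controls of experiment 2 were brighter (7644 and 8436), and there the 24h signal was 2.27-fold above them. The exact rank-sum test gave p = 0.0242, and the 24h log2 change over both experiments was 2.21 (standard error 0.65, adjusted p = 0.239 from limma). Myd88, the adaptor of most TLRs, lay within 1.45-fold of control at every time in experiment 1, and Ly96, which encodes MD2, within 1.49-fold. Neither had a valid 2-fold change in any pair.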

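The transcripts of Tlr7 and Tlr8, endosomal receptors for single-stranded RNA, were called Present on all 11 arrays. Tlr1, Tlr2 and Tlr4 were each Present on 10.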

Tlr1, Tlr2, Tlr4, Tlr7 and Tlr8 all were detected in HSCs (Figure 1A). 

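Tlr2, the receptor for bacterial lipoproteins, rose with LPS. It was 9.58-fold above control at 6h and 6.78-fold at 24h in experiment 1 and 3.66-fold above control at 24h in experiment 2 (exact rank-sum p = 0.0424). Tlr4, the receptor for LPS, was 2.94-fold below control at 6h and 1.10-fold above it at 24h in experiment 1, with 4 valid decreases at 3h and 6h. At 24h in experiment 2 its signal was 1.08-fold above control. Tlr1 was within 1.54-fold of control in experiment 1 and 5.54-fold above it on the LPS 1h array of experiment 2. Of 13 measured LPS response elements, 3 met the 2-fold criterion upward in both experiments (Cd14, Tlr2 and Tlr7). At 24h, 0 passed limma over all genes and 3 passed when adjusted over the list alone, and camera gave the list an adjusted p of 0.207.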

LPS did not alter the expression of Tlr1orTlr4 appreciably, but increased Tlr2 and Tlr7, consistent with the qPCR analysis (Figure 1C). Western blot analysis also showed no alteration in TLR4 expression by LPS (Figure 1B). We previously observed very low mRNA expression of TLR4 in quiescent rat HSCs, while transitionally activated HSCs showed noticeable TLR4 expression [14]. Quiescent human HSCs were also reported to express low levels of TLR4 mRNA, which was up-regulated by activation in culture [32]. In contrast, mouse-derived HSCs were reported to express TLR4 at the same level in both quiescent and activated states [18], and activated human and mouse HSCs respond to LPS via TLR4 and not TLR2 [18,32]. Brun et al [33] reported that exposing activated murine HSCs to LPS, LTA or N-acetyl muramyl peptide caused phosphorylation of ERK1 and subsequent up-regulation and release of TGFβ1, IL6, and monocyte chemoattractant protein 1 (MCP1, encoded by Ccl2). In C3H/HeJ mice lacking TLR4, LPS-mediated effects were attenuated, but not blocked arguing for an additional TLR4-independent response to LPS. Indeed, we previously reported LPS responses in quiescent rat HSCs, which have minimal expression of TLR4 [17].

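The Tlr8 signal on the LPS arrays of experiment 1 was 2.10-fold below control at 3h, 3.00-fold at 6h and 2.58-fold at 12h, and 1.18-fold above it at 24h. It was 1.20-fold below control at 1h. Experiment 2, which has no array at the intermediate times, gave 1.12-fold below control at 24h. Valid decreases were found in 5 pairs, all in experiment 1.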

Tlr8 was down-regulated up to 12h with return to the basal level by 24h. The microarray did not survey Tlr9 but qPCR demonstrated its presence in HSCs, which was, interestingly, down-regulated by LPS (Figure 1C). 

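Tlr7 rose from signals of 206 and 255 on the control arrays of experiment 1 to 841 at 1h and 3455 at 6h, which are 3.67-fold and 15.1-fold above control. Experiment 2 gave 6.43-fold above control at 1h and 5.70-fold at 24h. All 14 pairs showed a valid increase, and no control array reached the lowest LPS array.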

The robust LPS-induced increase in the transcript for Tlr7 (Figure 1A, 1C) is interesting in that TLR7 is located in the membranes of the endosomal compartment and recognizes ssRNA, a common feature of viral genomes that are internalized by macrophages [34]. As TLR7 has been postulated to play a significant role in HCV-induced immune responses [35], our results suggest a direct role for HSCs in responding to viral infection. In this regard, HCV RNA has been shown to incorporate into HSCs resulting in decreased expression of collagen (COL)1A1, COL4A2, COL5A1 and COL15A1, and increased expression of MMP1, MMP3 and MMP12 [36]. However, another study observed significant correlation of TLR7 levels with the grade of necro-inflammation, and more advanced stages of liver fibrosis [37]. Thus, it will be important to ascertain the precise role of HSCs in hepatic immune response related to HCV RNA-TLR7 interactions. Together, these observations suggest differential responses of HSCs to LPS depending upon the species from which they are derived and the state of activation.

#### LPS-induced signaling coupled to cytokine and chemokine synthesis

The gene and protein expressions of the cytokines and chemokines as well as other biological mediators are regulated directly or via cross-talk between various intracellular signaling pathways such as NFkB, MAPKs (mitogen-activated protein kinases), IRAK (IL1 receptor associated kinase), STAT (signal transducer and activator of transcription) and SOCS (suppressor of cytokine signaling). 

#### MAPKs

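Of 13 first tier Mapk genes listed before the data were examined, 6 had a kept probe set for that gene alone, and of 10 associated genes 7 had one. Mapk6 and Mapk14 were Present on 11 arrays and Mapk9 (JNK2) on up to 9, depending on the probe set. Over both experiments at 24h, 0 of the first tier genes passed limma adjusted over the list alone, and camera gave adjusted p = 0.921 for them and 0.689 for the associated genes.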

Surveying 12 of the first tier (Mapk) genes and nine of their associated / interacting proteins, 7 and 8 respectively are expressed in at least six of the 11 samples. Transcripts of interest include Mapk3 (ERK1), Mapk1 (ERK2), Mapk6 (ERK3), Mapk9 (JNK2) and Mapk14 (p38) (Figure 2A). Of these components, Mapk14 shows a valid 2-fold decrease (6h), while Mapk1 expression is decreased to 50.6% of control at the same time-point. 

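Mapk14 (p38α) had signals of 1325 and 1305 on the control arrays of experiment 1 and 506 at 6h, which is 2.60-fold below control. Both pairs at 6h were valid decreases. At 24h it was 1.68-fold below control in experiment 1 and 1.40-fold below control in experiment 2. The exact rank-sum test over all times gave p = 0.0727. The brighter probe set of Mapk9 was within 1.59-fold of control in experiment 1.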

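Mapk6, which encodes ERK3, was 3.23-fold above control at 12h and 2.89-fold at 24h in experiment 1, and 2.12-fold above control at 24h in experiment 2. It was 1.46-fold below control at 1h in experiment 1. Valid increases were found in 6 of the 14 pairs (rank-sum p = 0.0727, exact test).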

Mapk6 shows a valid increase at 12h, raising the possibility that increased ERK3 signaling may compensate for decreases in ERK2 and p38. 

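The kinases Map2k1, Map2k2 and Map2k3 were called Present on all 11 arrays and Map2k5 on 5. Mean signals over the arrays were 3870.1 for Map2k1, 1596 for Map2k3 and 1086 for Map2k2. Map2k5 fell below control with LPS (exact rank-sum p = 0.0242). Camera gave an adjusted p of 0.831 for the measured Map2k genes at 24h.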

The second tier (Map2k) transcripts surveyed are members 1 through 5, of which the first four are consistently present. Increased expression was seen for both Map2k1 and Map2k3 (which target ERK1/ERK2 and p38 respectively) while neither Map2k2 nor Map2k4 showed valid changes. 

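Map2k1 was 2.44-fold above control at 12h and 1.85-fold at 24h in experiment 1, and 1.29-fold above control at 24h in experiment 2. Map2k3 was 2.73-fold above control at 24h in experiment 1 and 1.64-fold in experiment 2, and lay within 1.47-fold of it at the earlier times of experiment 1. Each had 2 valid increases, all in experiment 1. Map2k2 stayed within 1.28-fold of control on every array.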

If the higher transcript levels result in higher Map2k activities, these increased activities will give higher fractional phosphorylation of their respective (decreased) Mapk targets, repleting the respective Mapk activities. 

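Map3k1, an upstream kinase of the JNK pathway, fell with LPS and was at least 2.58-fold below control at 6h and 3.00-fold at 12h in experiment 1 (exact rank-sum p = 0.0121). Map3k4 fell as well and was at least 3.00-fold below control at 6h, where the transcript was not detected, and every LPS array was below every control array. The 24h signals of experiment 2 were 1.78-fold below control for Map3k1 and at least 1.39-fold for Map3k4. Of 10 measured Map3k genes, 2 passed the rank-sum limits, and camera gave the list an adjusted p of 0.588 at 6h.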

Of 11 third tier (Map3k) genes surveyed, 8 were substantially present, of which Map3k1 (encodes MEKK1) and Map3k4 (encodes MEKK4) showed decreased expression at 6h; MEKK1 activates both Erk1/2 and Jnk2. The strong up-regulation (max 16 -fold) of Map3k8 (Cot/Tpl2) is interesting as *Tpl2* ^*-/-*^ mice are resistant to endotoxic shock, and derived HSCs show decreased ERK-dependent upregulation of IL1β and Timp1 in response to LPS [38]. 

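The signal of Map3k8 in experiment 1 was 319.6 and 361 on the control arrays, 2099.6 at 1h and 5509.8 at 6h, which is 16.2-fold above control. It was 4.76-fold above control at 24h. All 10 pairs of experiment 1 were valid increases. In experiment 2 the controls were already at 1898 and 2534, and the LPS arrays were 1.49-fold below them at 1h and 1.28-fold at 24h. The exact rank-sum test over both experiments gave p = 0.230.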

Cot/Tpl2 is activated by IL1, TNFα and LPS via the IκB kinase-beta (IκBKβ)-catalyzed phosphorylation of the p105 regulatory subunit [39]. Cot/Tpl2, which is essential for LPS-induced activation of the MEK/ERK and JNK kinase pathways, plays an integral role in the production of pro-inflammatory cytokines such as TNFα and IL1β in macrophages [40], and of TNFα and IL2 during T lymphocyte activation [41]. Cot/Tpl2 was also shown to activate IkB kinases, thus inducing the nuclear translocation of NFkB. We previously observed inhibition of LPS-induced H2O2, NO, TNFα, and IL6 synthesis upon blocking activation of p38-MAPK and NFkB, but not of ERK1/2- and JNK-MAPK [17]; since the blockade of p38 MAPK prevented LPS-induced NFkB activation, the microarray data suggest that Cot/Tpl2 might regulate NFkB activation in HSCs by inducing p38 phosphorylation initially. However, contrary to this supposition, Cot/Tpl2 deficiency was shown to increase LPS-induced activation of p38 and JNK MAPK and expression of iNOS, and inhibition of PI3K or mTor prevented these regulatory effects of Cot/Tpl2 [42]. Thus simultaneous activation of both Cot/Tpl2 and p38/NFkB in LPS-stimulated HSCs might indicate counter-regulatory mechanisms during inflammatory response. In this regard, anti-inflammatory IL10 which is produced by LPS-stimulated Kupffer cells has been found to down-regulate synthesis of TNFα and IL6 by the same cells [43].

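Map4k1, a kinase of blood cells, was within 1.15-fold of control on every LPS array. Map4k4 was 1.46-fold above control at 12h and 1.56-fold at 24h in experiment 1, and 1.59-fold above control at 24h in experiment 2. No pair of either gene was a valid 2-fold change. These values come from the brighter of 2 kept probe sets of each gene, and the probe sets differed. Their log2 changes against the 24h control at 24h in experiment 1 were -1.85 and -0.13 for Map4k1, and 0.76 and 1.31 for Map4k4. The 5 measured Map4k genes had a median log2 change at 24h of 0.09 in experiment 1 and -0.19 in experiment 2 (camera adjusted p = 0.662).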

All of the five genes in the fourth tier (Map4k) are present and stable, except Map4k4, which shows a 2-fold increase at 24h. Map4k encodes mitogen-activated protein kinase kinase kinase kinase 4, an enzyme that activates MAPK8/JNK. In intact mice, siRNA silencing of Map4k4 expression protects against LPS lethality by inhibiting production of TNFα and IL1β [44]. Since LPS-stimulated HSCs produce these mediators, their contribution to the liver injury via MAP4K4 signaling may be significant. 

#### NFkB

The activation and subsequent loss of NFκB protein from the cytosol [17] is accompanied by substantial increases in the transcripts for NFκB p105 (Nfkb1), NFκB p49/100 (Nfkb2) and IkBα (Nfkbia), and 3.6-fold for IkBβ (Nfkbib) (Figure 2B). These changes replenish this key signaling system. 

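Nfkb2, the precursor of an NFκB subunit, rose with LPS and was 8.19-fold above control at 6h and 4.62-fold at 24h in experiment 1, and 3.16-fold at 24h in experiment 2, with no overlap between LPS and control arrays (exact rank-sum p = 0.00606). Nfkb1 was 7.00-fold above control at 6h and 2.48-fold at 24h in experiment 2. For Nfkbib the 24h folds were 3.86-fold and 1.87-fold. As a group, 13 genes of the NFκB system were higher than other genes at 24h (camera adjusted p = 0.00132), with 12 of them above control. The adjusted p was 0.542 with an estimated correlation, a form of the test that has few degrees of freedom here and so little power. Limma called 0 of them at 24h over all genes and 1 adjusted over the list alone, which holds genes the paper chose on these arrays. The median log2 change of the list at 24h was 1.75 in experiment 1 and 0.03 in experiment 2.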

While Nfkbia increases most rapidly (at 1h), the other 3 components of the system lag somewhat, increasing between 1 and 3h. 

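At 1h in experiment 1, Nfkbia, an inhibitor that holds NFκB in the cytoplasm, was 19.8-fold above control, its highest value, and 10.3-fold at 24h. On the same array Nfkb1 was 1.26-fold below control, Nfkb2 1.22-fold above it and Nfkbib not detected. At 3h Nfkb1 was 4.13-fold, Nfkb2 5.43-fold and Nfkbib 1.77-fold above control. The Nfkbia signal on the control arrays was 307 and 423 in experiment 1 and 2886 and 5315 in experiment 2, where LPS arrays lay within 1.55-fold of it.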

Interestingly, the novel zeta (ζ) form of IkB (Nfkbiz) increases as rapidly as Nfkbia. 

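Nfkbiz was 26.0-fold above control at 1h in experiment 1, 29.8-fold at 3h and 9.99-fold at 24h. All 10 pairs of experiment 1 were valid increases. Control signals were 462 and 558 in experiment 1 and 5375 and 10379 in experiment 2, where LPS arrays were 2.09-fold below control at 1h and 2.39-fold at 24h, with 2 valid decreases.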

IkBζ, which is hardly detectable in resting cells, is strongly induced by LPS or IL1β, but not by TNFα; localizing in the nucleus, it inhibits NFkB activity [45]. The microarray data thus suggest that the increased IkBζ expression may be a negative regulator of NFκB-induced pro-inflammatory and/or other (e.g., activation-related and pro-fibrogenic) effects of LPS. 

#### IRAK, SOCS and STAT

The microarray results also indicate that LPS promotes inflammatory response in HSCs by instigating cross-talk between IRAK, TLR and NFkB signaling. 

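Irak2, a kinase downstream of TLRs, rose with LPS and was 7.05-fold above control at 6h in experiment 1 and 1.71-fold at 24h in experiment 2 (exact rank-sum p = 0.0242). Irak3, an inhibitory member of the family, was at least 2.13-fold below control at 1h and 4.45-fold, 9.46-fold and 7.52-fold above it at 6h, 12h and 24h. Experiment 2 had Irak3 at least 4.22-fold above control at 24h. Irak1 was 1.62-fold below control at 6h and 1.23-fold at 24h in experiment 1, without a valid 2-fold change. Together with the Stat and Socs genes, 13 genes were higher than other genes at 24h by camera (adjusted p = 0.00546), a call that is lost with an estimated correlation (adjusted p = 0.426). Adjusted over the list alone, 3 passed limma, and 0 passed over all genes, in a list with genes that the paper chose on these arrays.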

While the Irak1 transcript was slightly decreased throughout the time-course of LPS stimulation of HSCs, Irak2 and Irak3 transcripts increased strongly by 6h (Figure 3A), which was confirmed by qPCR (Figure 3B). IRAK2 is involved in the MyD88-dependent response that occurs on dimerization of the TLR receptor, and is utilized by every TLR except TLR3. MyD88 recruits IRAK1 and IRAK2, and IRAK kinases phosphorylate and activate the protein TRAF6, which in turn polyubiquitinates the protein TGFβ-activated kinase (TAK1) as well as itself in order to facilitate binding to IKKβ. On binding, TAK1 phosphorylates IKKβ, which then phosphorylates IκB causing its degradation and allowing nuclear translocation of NFκB to activate transcription and consequent induction of inflammatory cytokines [46].

 Stat1/Stat4 and Stat2 expression increased gradually by 12h, and declined somewhat at 24h. In contrast; increase in Stat3 expression was stable till 24h (Figure 3C). 

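Stat2, which carries type I interferon signals, rose from 914 and 985 on the control arrays of experiment 1 to 2781 at 3h, 6686 at 6h and 7779.9 at 12h (8.20-fold above control), and its signal was 3180.2 at 24h. At 24h it was 2.78-fold above control in experiment 2 (exact rank-sum p = 0.0424). Stat4 has 1 probe set, which was Absent on all arrays, with a highest signal of 263.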

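The folds of Stat3 over control in experiment 1 were 1.50-fold at 3h, 2.37-fold at 6h, 2.06-fold at 12h and 1.65-fold at 24h. Valid increases were limited to 4 pairs at 6h and 12h. The 24h signal of experiment 2 was 1.15-fold above control, and over all arrays the exact rank-sum p was 0.109.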

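Socs3, a feedback inhibitor of cytokine receptors, rose with LPS and was at least 5.75-fold above control at 3h and at least 5.54-fold at 24h in experiment 1, and at least 2.81-fold at 24h in experiment 2. It was not detected on any control array or at 1h. The Socs5 signal was 2.08-fold below control at 3h, 2.60-fold at 6h and 1.17-fold at 12h, and 1.06-fold above it at 24h. The exact rank-sum p was 0.0242 for Socs3 and 0.527 for Socs5.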

While Socs3 increased rapidly and remained stable, Socs5 expression declined during LPS stimulation up to 6h and then returned to the basal level (Figure 3C) confirmed by qPCR in Figure 3D. LPS-induced changes in STAT/SOCS expression can be important in the fibrogenic activity of HSCs. For example, IL22-induced activation of STAT3 and SOCS3 has been implicated in promoting senescence of HSCs thereby ameliorating fibrosis [47]. In another study, however, adiponectin-induced SOCS3 activation was found to prevent leptin-mediated fibrogenic activity of HSCs by inhibiting STAT3 signaling [48]. IFNγ has been shown to induce quiescence in pancreatic stellate cells via activation of STAT1 [49]. Clearly, these varied responses of LPS-induced signaling molecules (IRAK, STAT and SOCS) indicate instigation of stimulatory and counter-regulatory pathways in hepatic inflammation and immunity.

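Mtor stayed within 1.24-fold of control on every LPS array and Rptor within 1.30-fold. Lamtor2 fell to 1.67-fold below control at 12h in experiment 1 and was 1.34-fold below control at 24h in experiment 2 (exact rank-sum p = 0.0242). Mlst8 was 1.52-fold below control at 12h. None of these had a valid 2-fold change. Rictor, a subunit of the second mTOR complex, has 2 probe sets, of which the brighter was Present on 11 arrays with signals of 625 to 1218. Over the 7 measured genes of the mTOR group, camera gave an adjusted p of 0.681 at 24h.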

 The expression of other genes that control cell growth, proliferation and survival such as Mtor that encodes mammalian target of rapamycin (mTOR), and related genes Rptor, Lamtor1, Lamtor2 and Mlst8 were all present in HSCs and unaffected by LPS stimulation, while Rictor was absent throughout. Cot/Tpl2 (Map3k8), which controls Akt/mTor/p70S6k signaling, is increased in LPS-stimulated HSCs (Figure 2A). LPS has also been shown to stimulate the synthesis of IL10 and IL6 in PBMCs [50], and of TNFα and IL10 in peritoneal macrophages via mTor activation. However, inhibition of mTor reduces IL10 and increases TNFα synthesis [51] indicating mTor signaling is primarily anti-inflammatory. In this regard, inhibition of mTor augments LPS-induced lung injury [52] and its stimulation by resveretrol in microglial cells inhibits inflammatory response by down-regulating NFkB and MAPK signaling [53]. These data suggest that the interactions between LPS-induced mTor and other signaling pathways in HSCs as potential regulators of hepatic inflammation and immune responses. 

### LPS-induced cytokine expression

#### Interleukins, TNF family and nitric oxide

Microarray findings showed robust increases in Il6, Il1β, Il1α, Tnfα and Nos2 (encodes iNOS) in LPS-stimulated HSCs (Figures 4A-C). 

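Il6 rose from signals of 374 and 338 on the control arrays of experiment 1 to 27736 at 24h. Control cells of experiment 2 had no detectable Il6, and LPS-stimulated cells were at least 58.6-fold above them at 24h. The 24h log2 change was 6.07 (standard error 1.16, adjusted p = 0.158 from limma). Il1b was 127-fold above control at 24h in experiment 1 and 2.32-fold in experiment 2, and Il1a was 61.4-fold and 2.64-fold above control. Every LPS array exceeded every control array for all 3 interleukins (exact rank-sum p = 0.00606). Control signals of Il1b were 239.7 and 275 in experiment 1 and 7137 and 11819.6 in experiment 2. Tnf was at least 274-fold above control at 1h in experiment 1, and in experiment 2 it was 2.44-fold below control at 1h. Nos2 has 1 probe set, which was Absent on all arrays (highest signal 541). Of 20 measured interleukins and related cytokines, 17 were higher at 24h, and as a group they rose relative to other genes (camera adjusted p = 6.19e-06, or adjusted p = 0.426 with an estimated correlation). Limma called 8 of them adjusted over the list alone and 0 over all genes, with genes that the paper chose on these arrays among them.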

The data agree with our previous observation that while the Il6 transcript was still robustly elevated at 24h, the Tnfα transcript peaked at 3h and decreased thereafter [17]. 

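The Il6 signal in experiment 1 was 42.9-fold above control at 3h, 83.0-fold at 12h and 78.0-fold at 24h. Tnf signals were 17228 at 1h, 24031 at 3h, 23107 at 6h, 3728 at 12h and 2947 at 24h, against 67.4 and 58.8 in control cells. For Tnf in experiment 2 the control signals were 4587 and 9526 and those of LPS-stimulated cells 2705 at 1h and 5059 at 24h.

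**Figure D1:**
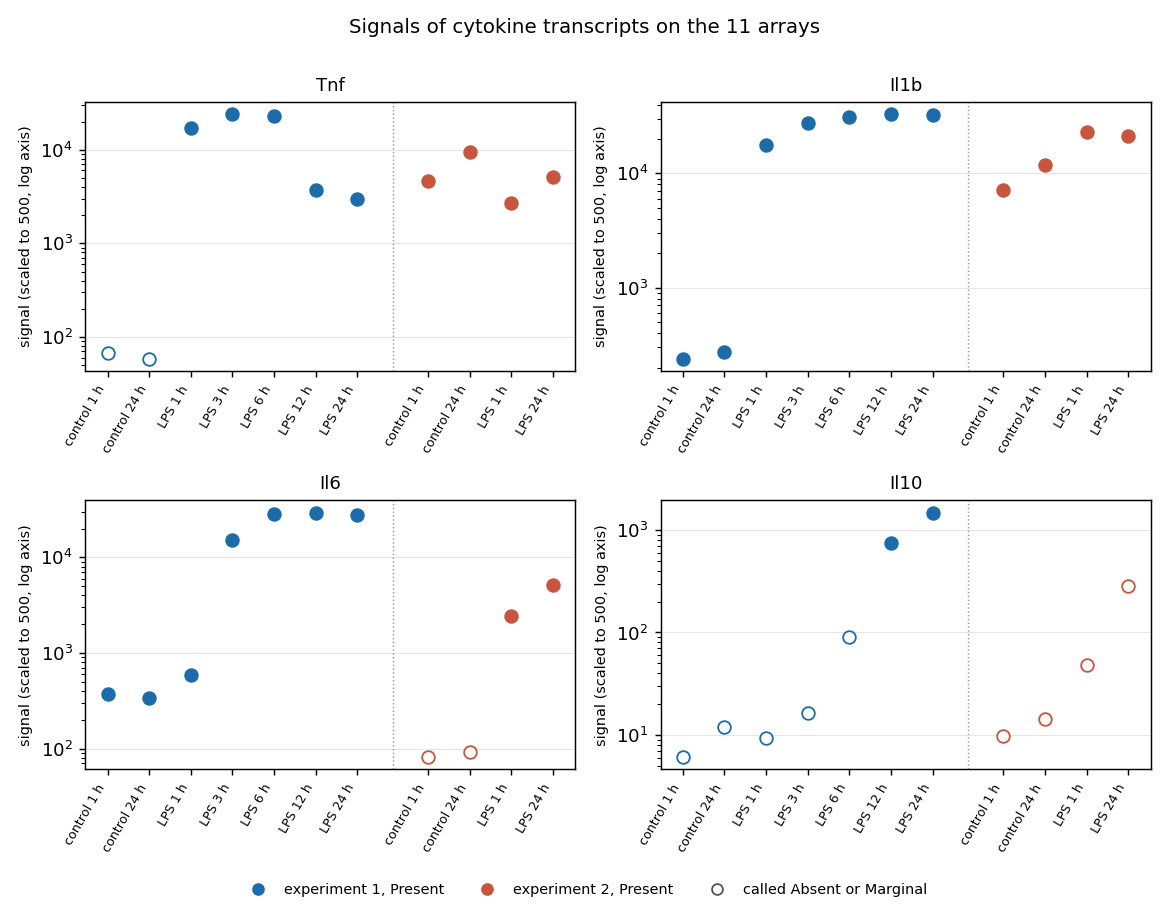
Signals of Tnf, Il1b, Il6 and Il10 on each of the 11 arrays, by experiment, treatment and time, with the signal (scaled to 500) on a log axis and open points where the transcript was not called Present. Tnf and Il1b are bright on the controls of experiment 2, while Il6 and Il10 are not.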

The validity of the microarray data was confirmed by increased release of TNFα, IL6, IL1α and NO metabolites (NO2+NO3) by LPS-stimulated HSCs (Figure 4D). The LPS-induced increase in TNFα was also validated by intracellular staining of the cells and determination via flow (Figure S4). Moreover, changes in each of these components were accompanied by changes in family members or in functionally related genes (Figures 4A-C). For example, Il6, Il1α and Il1β up-regulation was accompanied by a modest decrease in gene expression of the respective receptors IL6ra and IL1rl1 (Figure 4A). On the other hand, gene expression of another receptor for IL1 family of cytokines, Il1r2, was unchanged. Also, up-regulation of iNOS (Nos2) was accompanied by >20-fold down-regulation of both heterodimer components (Gucy1a3 and Gucy1b3) of the soluble guanylate cyclase, which comprises the intracellular receptor for NO, presumably to attenuate the autacoid effects of elevated NO on intracellular signaling (Figure 4C). 

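Il6r, the receptor of IL6, was 2.12-fold below control at 1h, at least 9.20-fold at 6h and 1.56-fold at 24h in experiment 1, and at least 4.68-fold below control at 24h in experiment 2. Every LPS array was below every control array, and 9 pairs were valid decreases. Il1rl1, a receptor of the IL1 family that binds IL33, was 2.57-fold below control at 12h and 19.4-fold at 24h in experiment 1, and at least 2.37-fold below control at 24h in experiment 2. Its control signals were 5504 and 5497 in experiment 1 and 535 and 434 in experiment 2. These Il1rl1 values come from the brighter of 2 probe sets, and the other had a log2 change of -0.51 against the 24h control at 24h in experiment 1. Among 16 measured interleukin receptors, 5 had a valid increase and 7 a valid decrease in some pair, and camera gave the list an adjusted p of 0.831 at 24h.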

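Il1r2, the decoy receptor of IL1, was called Present on 3 arrays, all in experiment 1, with signals of 161 at 12h, 176 at 24h and 213 in the control at 24h. It was not detected in experiment 2.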

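Gucy1b1 (Gucy1b3 in the paper) had signals of 5068 and 3664 on the control arrays of experiment 1, 765 at 12h and 275 at 24h, 15.7-fold below control. Gucy1a1 (Gucy1a3) was at least 5.82-fold below control at 12h and at least 54.5-fold at 24h. These values come from the brighter probe set of each subunit, which in experiment 2 was Absent on every array and so gives no fold there. The dimmer probe sets, whose folds are not given, were Present on 8 arrays for Gucy1b1, some of them in experiment 2, and 6 for Gucy1a1. Ass1, which supplies arginine for NO synthesis, and Gch1, which supplies its cofactor, rose with LPS. Ass1 was at least 186-fold above control at 24h in experiment 1 and at least 26.4-fold in experiment 2, and Gch1 was 22.4-fold and 9.29-fold (exact rank-sum p = 0.00606 for Ass1 and 0.0242 for Gch1). As a list, 10 measured genes of NO synthesis and signalling gave a camera adjusted p of 0.0957 at 24h.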

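In experiment 1, Il1a was 28.0-fold above control at 1h and 57.4-fold at 3h, and Il1b 69.7-fold at 1h and 108-fold at 3h. Il6 was 1.65-fold above control at 1h. Il10 rose with LPS, with signals of 9.30 at 1h, 16.5 at 3h, 90.5 at 6h, 749 at 12h and 1480.4 at 24h, and was called Present at 12h and 24h alone, at least 99.8-fold above control at 24h (exact rank-sum p = 0.0424). In experiment 2 its signal was 285 at 24h and 9.80 and 14.2 on the controls, all Absent.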

Il1α and Il1β transcripts showed early high increase (0-1h), Il6 increased early (maximum rate at 1-3h), and Il10 showed a slow, nearly linear increase from 0 to 12h. While culture activation of HSCs is known to cause an increase in IL10 mRNA, additional stimulation with LPS, TNFα or TGFβ further increases IL10 mRNA by 2-fold, resulting in greater release of IL10 protein into the medium [19,54]. Thus the basal as well as LPS-stimulated HSC-derived IL10 is a significant source of anti-inflammatory and pro-tolerogenic environment in the liver. 

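Il1rn was Absent on the control arrays of experiment 1 (16.8 and 17.6) and at 1h and 3h. With LPS it was at least 47.3-fold above control at 6h, at least 247-fold at 12h and at least 327-fold at 24h. Controls of experiment 2 had signals of 2998 and 3598, and the LPS arrays were 1.56-fold above them at 1h and 3.50-fold at 24h. The exact rank-sum p over all arrays was 0.527.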

Expression of Il1rn, which encodes the Ilr1 receptor antagonist, increased >100-fold on LPS treatment. This will likely inhibit the inflammatory signaling of IL1α and IL1β, and its downstream effects. LPS also increased gene transcript of a novel secreted cytokine IL17F by more than 10-fold by 24h stimulation, but did not affect the other members of IL17 family, IL17b and IL17d. 

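Il17f was not detected in control cells of either experiment. LPS signals were at least 4.19-fold above control at 6h, at least 20.5-fold at 12h and at least 43.6-fold at 24h in experiment 1, and at least 22.5-fold at 24h in experiment 2, with 6 valid increases. At 1h in experiment 1 its signal was 10.7, below both controls, and the exact rank-sum p was 0.315. Il17b had no valid change and signals of 218 to 418.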

Although Il17a is not surveyed by the microarray, IL17A protein was not detected in the culture supernatants of control or LPS-stimulated HSCs [19,20]. IL17F bears homology to IL17A, and is expressed and released by activated CD4^+^ memory T cells, the CD45-RO^+^ subset of CD8^+^ memory T cells and activated monocytes [55]. Recently, IL17 was reported to promote liver fibrosis in mice by activating inflammatory cells and KCs, and to stimulate collagen synthesis in HSCs directly through activation of STAT3 [56]. Since IL17A and IL17F share the same receptors (IL17Ra and IL17Rc) [55], a similar fibrogenic effect of IL17F via autocrine pathway in HSCs cannot be ruled out. However, microarray analysis showed nearly 2-fold (to 52% of control) LPS-induced decrease in Il17ra expression at 6h, and Il17rc was absent from all samples; the transcript of another receptor for IL17, Il17re was also robustly decreased from 6h onwards (not shown). These data indicate that such down-regulation by LPS may be a mechanism of limiting fibrogenesis during chronic liver injury. This effect is also relevant to LPS-induced down-regulation of the molecules coupled to HSC activation as shown later (Figures 5 and 9). 

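Il17ra was lower with LPS over all arrays by the exact rank-sum test (p = 0.0424), though not at every time. It was 2.01-fold below control at 6h and 1.12-fold above it at 24h in experiment 1, and 1.45-fold below control at 24h in experiment 2. Il17re was 2.87-fold below control at 6h, 2.81-fold at 12h and at least 5.61-fold at 24h in experiment 1, and 1.32-fold above control at 24h in experiment 2. The highest signal of Il17rc was 102, and it was Absent on all arrays.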

The other important effects of IL17F are its potential to inhibit angiogenesis and to stimulate IL2, TGFβ, and MCP1 synthesis by human endothelial cells, although it does not stimulate the proliferation of hematopoietic progenitors or the migration of mature leukocytes [57]. Thus, expression Il17f by HSCs and its increase by LPS demonstrate a unique regulatory potential of these cells in hepatic angiogenesis and inflammatory/immune responses.

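Il2, Il4, Il5, Il13 and Il12a were Absent on all 11 arrays. Their highest signals were 39.2 for Il2, 94.0 for Il4, 105 for Il5, 207 for Il13 and 186 for Il12a, with or without LPS. An Absent call means that the transcript was not detectable with these probes.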

Consolidation of data from our previous reports on mouse HSCs [19,20], the present ELISA (Figure 4D) and microarray findings (see GEO data) show that rat HSCs do not express the cytokines typically associated with T cell differentiation/proliferation (IL2, IL4, IL5, IL13 and IL12p70), without or with LPS stimulation. Of interest is the observation that isolated KCs produce IL13, an anti-inflammatory protein [58] and not IL10 under basal conditions [59], and LPS stimulates secretion of IL10 [43,59] but not of IL13 in these cells [59]. This property of KCs is quite distinct from the significant spontaneous production of IL10 by HSCs and its stimulation by LPS (Figure 4) [19]. 

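Cd40 rose with LPS in both experiments, from Absent in control cells to at least 51.5-fold above control at 3h, at least 175-fold at 6h and at least 35.6-fold at 24h in experiment 1 and to at least 34.0-fold above control at 24h in experiment 2 (exact rank-sum p = 0.0121). Tnfaip6 rose as well, to 20.3-fold above control at 3h, 11.7-fold at 6h and 55.8-fold at 24h, and to 7.02-fold at 24h in experiment 2. Tnfsf9 was 11.0-fold above control at 1h and 4.44-fold at 3h, and 1.37-fold below it at 6h. In experiment 2 Tnfsf9 was 2.35-fold below control at 1h. As a group, 23 TNF-related genes were higher than other genes at 24h (camera adjusted p = 0.00691, and adjusted p = 0.489 with an estimated correlation). Limma called 0 of them over all genes and 0 adjusted over the list alone, which includes genes that the paper chose on these arrays.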

 Among the TNF-related genes, other than Tnfα, Tnfaip6 (encodes TNFα-Induced Protein 6: TNFAIP6) and Tnfrsf5 (encodes type I transmembrane glycoprotein CD40) showed nearly 100-fold increase by 3h of LPS stimulation that remained stable for 24h Tnfsf9 (encodes transmembrane cytokine CD137L) showed a transient increase at 1h after LPS stimulation, and returned to the basal level by 6h (Figure 4B). The expression of Tnfaip6 by HSCs and its up-regulation by LPS suggests a critical regulatory mechanism in liver pathophysiology considering the involvement of TNFAIP6 in stabilizing extracellular matrix and cell migration through a hyaluronan-binding domain, and also in protease network associated with inflammation by forming a stable complex with inter-α-inhibitor and enhancing its serine protease inhibitory activity. 

#### TGFβ and related genes

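Tgfb3 signals in experiment 1 were 8512 and 6929 on the control arrays, 1804 at 6h, 504 at 12h and 175 at 24h, 43.9-fold below control. Control arrays of experiment 2 were at 111 and 118, and the 24h array was 1.38-fold below them. Tgfb2 was at least 5.51-fold below control at 24h in experiment 1 and at least 3.19-fold in experiment 2, not detected on either LPS array, with 8 valid decreases. Over all arrays the exact rank-sum p was 0.0727 for Tgfb2 and 0.788 for Tgfb3.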

LPS induced down-regulation of Tgfb2 and Tgfb3 in HSCs (Figure 5A). 

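In experiment 1, Tgfb1 was at least 1.92-fold below control at 1h and at least 1.47-fold at 3h, not detected at either time, and 1.50-fold above control at 12h and 1.63-fold at 24h. Experiment 2 showed at least 1.34-fold above control at 24h. No pair was a valid 2-fold change, and the exact rank-sum p was 0.649.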

Tgfb1 transcript was down-regulated by 1.4-fold at 1-3h and up-regulated by 1.5-fold at 24h. However, qPCR analysis showed decrease in TGFβ1 mRNA at 24h (Figure 5B). In our experience, quiescent and transitionally activated HSCs are not major sources of TGFβ1. 

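Tgfbr1 was 1.12-fold above control at 1h in experiment 1, 1.86-fold below it at 3h, 6.20-fold at 6h and 6.44-fold at 24h, and 1.40-fold below it at 24h in experiment 2 (exact rank-sum p = 0.0727). All 6 valid decreases were in experiment 1. Bambi, a pseudoreceptor that blocks TGFβ signals, was 2.65-fold above control at 1h, 8.24-fold at 3h, 2.71-fold at 6h and 1.08-fold at 12h in experiment 1, and was not detected in experiment 2. Of 19 measured genes of TGFβ signalling, 0 passed the rank-sum limits, and camera gave the list an adjusted p of 0.221 at 24h.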

Interestingly, LPS also strongly down-regulated Tgfbr1 transcript throughout the time-course, and up-regulated the transcript for TGFβ pseudoreceptor BAMBI (BMP and the activin membrane bound inhibitor) up to 3h that decreased to the basal value thereafter (Figures 5A, 5B). These data with transitionally activated rat HSCs differ from that with quiescent mouse HSCs in which LPS did not affect Tgfbr1 expression but down-regulated BAMBI [18]. It was proposed that by down-regulating BAMBI, LPS enables HSCs to react with macrophage-derived TGFβ during hepatic fibrogenesis. Our data, however, suggest that LPS may exert counter-regulatory actions by up-regulating BAMBI and down-regulating Tgfbr1 expression following the initial period of liver injury when HSCs are undergoing activation. It is likely that these variable results may also reflect species-specific effects.

### LPS-induced interferon expression and downstream effects

The microarray surveys Interferons (IFN) α1, β1, γ and κ, also receptors Ifnar1, Ifngr1 and Ifngr2. Of these, IFNs γ and κ were undetectable in any sample, while transcripts for Ifnα1 and for receptors were detectable and unchanged. In contrast, Ifnβ1 showed a very strong transient increase. (see GEO dataset). 

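Ifng and Ifnk were Absent on all arrays, with highest signals of 66.1 and 71.7. Ifnar1, Ifngr1 and Ifngr2 were Present on up to 11, 10 and 11 arrays. Ifnar1 was 1.63-fold below control at 3h and 1.37-fold above it at 24h in experiment 1, without a valid change. Ifngr2 was 1.96-fold above control at 24h in experiment 1 and 1.42-fold in experiment 2. Ifngr1 fell with LPS (every LPS array below every control array) and was 1.25-fold below control at 24h in experiment 1 and 3.16-fold in experiment 2, where both pairs were valid decreases. The list of 5 measured interferons and receptors had a camera adjusted p of 0.419 at 24h.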

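The Ifnb1 signal in experiment 1 was 8.30 and 17.2 on the control arrays, 522 at 1h, 1950.3 at 3h, 593 at 6h, 22.2 at 12h and 6.40 at 24h. It was called Present at 3h (at least 119-fold above control) and 6h (at least 36.3-fold) and on no other array. These times have 1 array each and no array in experiment 2, where the signals were 11.6 at 1h and 15.4 at 24h.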

To assess the potential autacoid effect of the IFNβ1 transient we assembled a list of known IFN-modulated genes using the NCBI Gene database, the Interferome.org database, and supplementary data from Schoggins et al. [60]. From the Interferome.org database we used only genes which had been cited in more than one literature report. The aggregate list contained 372 genes surveyed by the microarray. Of these 207 (55%) were modulated in at least one experiment with increased expression of 76, 1, and 81 genes respectively in experiment 1 only, experiment 2 only, and concordantly. Decreased expression occurred for 21, 6, and 15 genes respectively, so that increases represent 158 of the total 200 genes (79%). The remaining seven genes were modulated discordantly. Contingency analysis (χ^2^ test) showed that twice as many IFN-responsive genes were modulated as would be expected by random chance, (-log(p) = 28.8 ) confirming a robust response to autacoid IFNβ1. 

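Of 63 measured genes of an interferon-stimulated list drawn up before the data were examined, 52 (82.5%) met the 2-fold criterion at 1h or 24h in at least 1 experiment, against 15.4% of all genes. That is 5.35 times the 9.71 expected (Fisher's exact test, two-sided, p = 3.20e-32 and adjusted p = 1.47e-30 over the lists tested, which takes genes to be independent although those of a list are not). Increases were seen in both experiments for 42 genes, in experiment 1 alone for 6 and in experiment 2 alone for 2, and a decrease in both for 1 and in experiment 1 alone for 1. Mx1 was 161-fold above control at 12h in experiment 1 and 33.1-fold at 24h in experiment 2, and Ifit3 was 109-fold at 6h and 29.8-fold at 24h. Isg15, a ubiquitin-like modifier, was at least 52.4-fold above control at 12h and at least 15.7-fold at 24h in experiment 2. The list rose relative to other genes at 24h (camera adjusted p = 2.21e-33), which does not hold with an estimated correlation (adjusted p = 0.426). Limma called 0 members at 24h over all genes and 50 when adjusted over the list alone. None of the camera calls for any list or time holds with an estimated correlation. That form of the test rests on the 3 residual degrees of freedom of the model and has little power. A call lost there does not by itself argue against a shift.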

We note that five of the ten Cxcl and five of the ten Ccl family members increased (see below) are IFN-inducible.

Of nine interferon regulatory factors (Irfs) all are surveyed except -4 and -8; Irf6 was essentially absent and only -1, -7 and -9 showed robust increases (Figure 6A). 

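Irf7 rose with LPS (exact rank-sum p = 0.0424). Irf1 was 2.25-fold above control at 1h, 16.2-fold at 3h and 10.6-fold at 6h in experiment 1, with 8 valid increases. In experiment 2, where control signals were 1660.2 and 3026, it was 1.15-fold below control at 24h. Irf9 was 3.36-fold above control at 12h in experiment 1 and 1.91-fold at 24h in experiment 2, with 8 valid increases. Irf3 stayed within 1.42-fold of control, and Irf5 was Present on 6 arrays without a valid change. As a list, 10 measured Irf genes and their binding proteins gave a camera adjusted p of 0.773 at 24h.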

IRF1 is reported to be a major mediator of ischemia/reperfusion injury that occurs upon partial liver resection and transplantation of the cold/ischemic preserved graft [61,62]. Expression of IRF1 in inflammatory cells (e.g., DCs) is coupled to the production of type 1 IFNs (IFNα and IFNβ); the released type 1 IFNs then induce IRF1 expression in hepatocytes, which initiates hepatocyte death via HMGB1 [63]. It is likely that a similar mechanism of hepatocyte injury may be mediated by LPS-stimulated HSCs, with IRF1 as an inducer of inflammatory mediators in HSCs. In contrast, the gene expression of IRF2, an antagonist of IRF1, did not change in response to LPS, suggesting that the IRF1 pathway is primarily skewed toward hepatocyte injury. 

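Irf2 signals were 471 and 499.9 on the control arrays of experiment 1 and 359 to 589 with LPS. Experiment 2 had 756 and 829 on the control arrays, 699.8 at 1h with LPS and 832 at 24h. No pair was a valid change.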

While the Irf1 transcript decreased somewhat following initial up-regulation, Irf7 transcript increased in a stable manner still showing maximal (about 50-fold) increase at 24h. qPCR results show very weak expression of IRF7 that increased 150-fold upon LPS stimulation (Figure 6B). 

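Irf7 was 12.6-fold above control at 3h, 28.8-fold at 6h, 35.4-fold at 12h and 33.9-fold at 24h in experiment 1. On the arrays of experiment 2 it was 9.45-fold above control at 1h and 16.0-fold at 24h, while at 1h in experiment 1 it was 1.03-fold below control. The 24h log2 change over both experiments was 4.68 (standard error 1.04, adjusted p = 0.175 from limma). Irf1 was 3.83-fold above control at 12h and 3.15-fold at 24h in experiment 1.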

IRF7, whose expression has been shown to be restricted to certain cells types such as B cells and DCs [64], is a key innate immune molecule in the type I IFN signaling pathway, and is essential for the type I IFN response to many viruses [65]. It is also known that IRF7 forms a complex with MyD88, which causes activation of IFNα-dependent promoters [66]. IRF9 is a crucial factor for accelerating IFNα-induced early antiviral signaling [67]. These data show that HSCs instigate a robust type I IFN response through IRF1- and IRF7-induced transcriptional activity, with IRF9 optimizing the timing and size of the response.

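Medians of the log2 change over the 63 interferon-stimulated genes in experiment 1 were 0.24 at 1h, 1.52 at 3h, 2.76 at 6h, 2.83 at 12h and 2.08 at 24h. In experiment 2 they were 1.08 at 1h and 1.59 at 24h. At 24h, 61 genes of the list were above control in experiment 1 and 61 in experiment 2. At 1h the list rose relative to other genes over both experiments (camera adjusted p = 1.07e-12, or adjusted p = 0.915 with an estimated correlation), and without the LPS 1h array of experiment 2 its adjusted p was 0.498. The difference between the 24h and the 1h response had a camera adjusted p of 9.06e-18 (adjusted p = 0.793 with an estimated correlation).

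**Figure D2:**
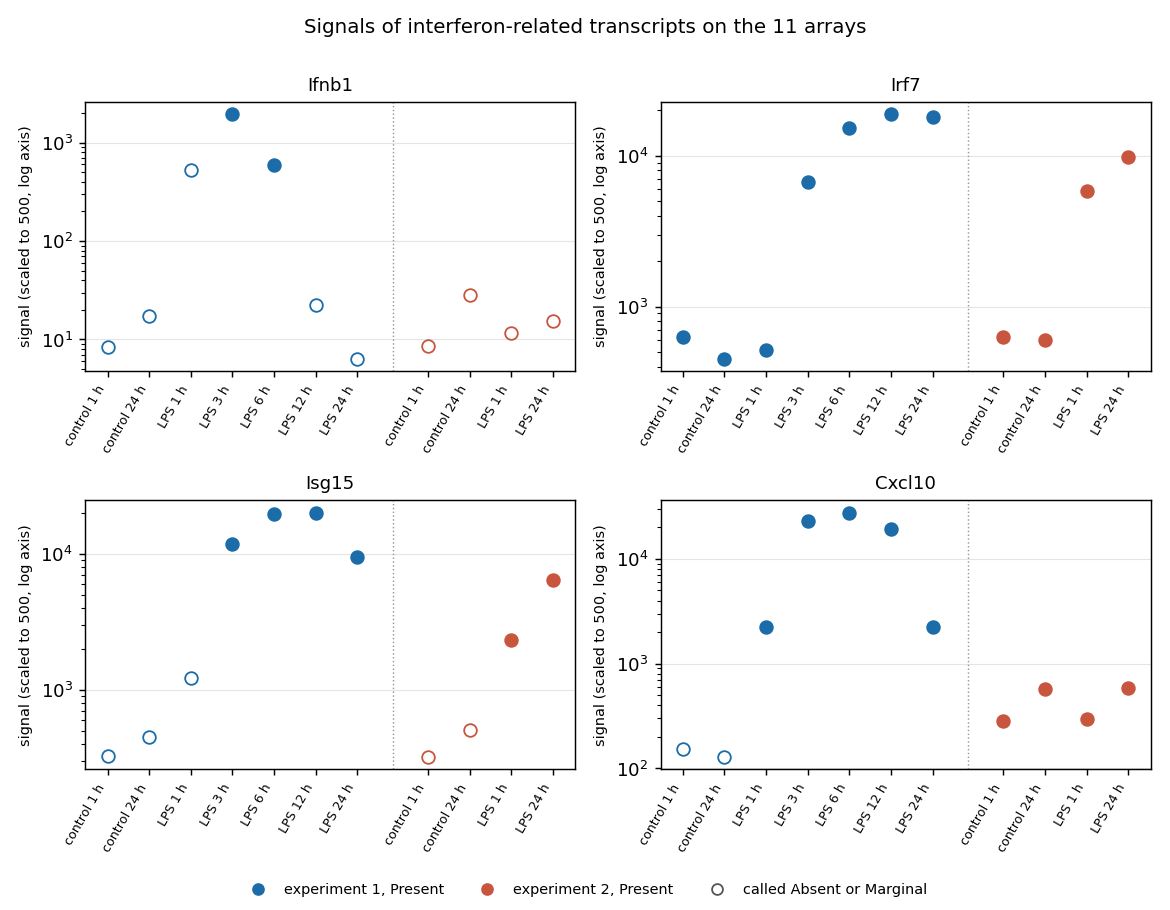
Signals of Ifnb1, Irf7, Isg15 and Cxcl10 on each of the 11 arrays, with the signal (scaled to 500) on a log axis and open points where the transcript was not called Present. Ifnb1 is highest at 3h in experiment 1, while Irf7 and Isg15 are high at 6h and 12h.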

Taken together, these data show that LPS stimulates a transient IFNβ1 response, with subsequent autacoid modulation of a very substantial population of IFN-sensitive genes. 

#### LPS effects on CC (cysteine-cysteine) chemokines and their receptors

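CC chemokines draw monocytes, T cells and dendritic cells to tissue. At the time of its highest signal in experiment 1, Ccl20 was at least 118-fold above control, Ccl4 51.2-fold, Ccl9 at least 45.1-fold, Ccl3 39.0-fold, Ccl6 13.2-fold, Ccl7 12.7-fold and Ccl19 9.46-fold. Ccl2, already at 8587 and 10919 in control cells, was 3.44-fold above control, and Ccl22 was at least 3.57-fold above it. In experiment 2 at 24h, Ccl9 was 6.69-fold, Ccl20 at least 7.43-fold, Ccl7 3.93-fold, Ccl22 3.34-fold, Ccl4 2.92-fold and Ccl3 2.16-fold above control, Ccl6 was 1.11-fold below control and Ccl19 was not detected. Controls of experiment 2 were brighter, for example 7675 and 11027 for Ccl3 against 528 and 739 in experiment 1. All 11 measured CC chemokines were above control at 24h over both experiments, and the list was higher than other genes (camera adjusted p = 1.01e-07, and adjusted p = 0.426 with an estimated correlation), and 7 passed the rank-sum limits. Limma called 6 of them adjusted over the list alone and 0 over all genes, and the list holds genes that the paper chose on these arrays. Of the marker lists, leukocyte markers were higher than other genes at 24h, with 12 of 18 above control (camera adjusted p = 0.0388, or adjusted p = 0.426 with an estimated correlation). Macrophage markers were not, with 8 of 18 above control and a median log2 change of -0.55 (camera adjusted p = 0.192). These are cultured cells, so the values do not address recruitment of leukocytes.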

In the CC chemokines, Ccl3 (encodes MIP1α), Ccl4 (encodes macrophage inflammatory protein-1β: MIP1β), Ccl5 (encodes RANTES: regulated on activation, normal T cell expressed and presumably secreted), Ccl6, Ccl7, Ccl9 (encodes macrophage inflammatory protein-1 gamma: MIP1γ), Ccl19 and Ccl20 (encodes macrophage inflammatory protein 3α [MIP3α] or Exodus-1, also known as liver and activation-regulated chemokine [LARC]) all show >10-fold increases, while Ccl2 (encodes MCP1) and Ccl22 (encodes macrophage-derived chemokine [MDC]) show about 4-fold increases (Figures 7A, 7C). We have previously shown LPS-induced synthesis of CCL2 and CCL3 [19], and thus the microarray findings are consistent with LPS-induced ERK1/2 phosphorylation [17,33], which is coupled to up-regulation of CCL2 and CCL3 [33,68]. The proteins encoded by these chemokine genes display strong chemotactic activity towards various inflammatory and immune cells (Table 2). The increase in CCL2-5 expression in KCs and endothelial cells was proposed to be an important determinant in a murine model of fulminant hepatic failure (FHF) and in human FHF patients due to migration of CD14-positive macrophage and CD3-positive lymphocytes [69]. Our data suggest that HSCs may also contribute significantly to this pathology. On the other hand, CCL2 and CCL3 also induce migration of DCs, and their subsequent interaction with HSCs renders them tolerogenic suggesting their protective role in liver allograft transplantation [20].

**Table 2:** Chemokines expressed by HSCs and their target cells.

**Chemokine**	**Target cells**
CCL2	Monocytes/macrophages, DCs and memory T cells
CCL3	Monocytes, NK cells and memory T cells
CCL4	NK cells, NKT cells, monocytes, Tregs, B cells and DCs
CCL5	Eosinophils, basophils, NK cells and T cells
CCL7	DCs, Monocytes and macrophages
CCL9/CCL10	CD34+ immature myeloid cells and DCs
CCL19	DCs, B cells, memory T cells and Tregs
CCL20	T cells and neutrophils
CCL22	Monocytes, DCs, NK cells, activated T cells and Tregs
CXCL1	Neutrophils, monocytes and T cells
CXCL2	Neutrophils, eosinophils, basophils
CXCL3	Eosinophils, basophils, monocytes, DCs and T cells
CXCL4	Neutrophils, eosinophils, basophils
CXCL5	Neutrophils, eosinophils, basophils
CXCL9	NKT cells, CD4 T cells, CD8 T cells
CXCL10	T cells, neutrophils, monocytes. NK cells
CXCL11	NKT cells, CD4 T cells, CD8 T cells
CXCL13	B cells
CXCL16	NKT cells, CD4 T cells, CD8 T cells

DCs, dendritic cells; NK, natural killer cells; Tregs, regulatory T cells.

Highly activated human (passage 3-9) HSCs were found to express CCL5 and its receptor CCR5 (70). NFkB-activation by TNFα, IL1β and CD40L increased CCL5 expression, which caused migration and proliferation of HSCs [70]. The present microarray data with transitionally activated rat HSCs also demonstrate expression of CCL5, which increases upon LPS stimulation, and is consistent with increased LPS-induced release of the chemokine in the medium (Figure 7A; inset). 

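Ccl5 rose with LPS. It was Absent in control cells of both experiments and was at least 25.5-fold above control at 3h, at least 93.1-fold at 12h and at least 86.5-fold at 24h in experiment 1, and at least 15.4-fold at 1h and at least 48.2-fold at 24h in experiment 2. The 24h log2 change was 5.58 (standard error 1.02, adjusted p = 0.158 from limma), and no control array reached the lowest LPS array.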

Higher CCL5 gene expression levels were observed in activated murine HSCs after stimulation with TLR3 ligand poly I:C as compared to that with LPS [71]. Since CCL5 mRNA levels are suppressed during early fibrosis by Peg-IFNα in the HCV infected patients, it was proposed that poly I:C-induced CCL5 gene expression in HSCs may be involved in regulating fibrogenesis [71]. Our data showing robust increase in CCR5 expression (about 95-fold by 6h) in LPS-stimulated HSCs (results not shown) indicate that autocrine CCL5/CCR5 interaction may be a critical event contributing to the liver damage during acute liver injury and then fibrogenesis. We note that the chemokines released by LPS-stimulated HSCs were also shown to play an important role in biliary obstruction-induced hepatic fibrosis in a mouse model [18]. 

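Ccr2, Ccr3, Ccr4, Ccr6 and Ccr10 were Absent on all arrays, with highest signals of 188, 269.6, 139, 57.2 and 94.4. Ccr1 was Present at 24h with LPS in experiment 1 (signal 993, at least 4.05-fold above control) and on all arrays of experiment 2. There its signals were 2496 and 2227 on the controls, 1094 at 1h and 1345 at 24h with LPS. Over the 7 measured chemokine receptors the camera adjusted p at 24h was 0.858.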

Among the other receptors of this class, CCR2 (CCL2 and CCL7), CCR3 (CCL7), CCR4 (CCL7 and CCL22), CCR6 (CCL7, CCL20) and CCR10 (CCL7) were undetectable by microarray in HSCs without or with LPS stimulation, CCR7 (receptor for CCL19), CCR8 and CCR9 are not addressed by the microarray, and CCR1 was expressed by HSCs and its expression increased by 300-fold upon LPS stimulation (results not shown). The latter results suggest that autocrine effects of CCL3, CCL6 and CCL9 on HSCs via their receptor CCR1 can be of potential importance in hepatic pathophysiology. Interestingly, CCR2, which is mainly expressed by monocytes and macrophages [72-74], was also reported to be expressed by mouse HSCs, and based on reduced bile duct ligation- and CCl4-induced fibrosis in CCR2^-/-^ mice, it was concluded that CCR2 is responsible for migration of HSCs during liver injury [72]. 

#### LPS effects on CXC (cysteine-X-cysteine) chemokines and their receptors

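At 1h in experiment 1, Cxcl1 was 35.4-fold, Cxcl2 at least 115-fold, Cxcl10 at least 15.9-fold and Cxcl11 7.56-fold above control. At their largest, Cxcl1 was 50.3-fold, Cxcl2 at least 252-fold, Cxcl10 at least 198-fold and Cxcl11 167-fold above control. Cxcl3 was at least 32.3-fold above control at 3h and at least 135-fold at 24h, Cxcl6 (Cxcl5 in the paper) at least 27.2-fold at 6h and Cxcl9 at least 22.0-fold at 6h. Cxcl13 was at least 3.46-fold and Cxcl16 3.80-fold above control at 6h. In experiment 2 at 24h, Cxcl3 was 15.7-fold, Cxcl11 9.18-fold and Cxcl2 1.85-fold above control, and the control signals of Cxcl2 were 6414 and 11804. Of 13 measured CXC and other chemokines, 9 rose by the exact rank-sum test, and the list was higher than other genes at 24h (camera adjusted p = 1.92e-07; adjusted p = 0.426 with an estimated correlation). Adjusted over the list alone, limma called 6, and over all genes 0, with genes that the paper chose on these arrays in the list.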

In the CXC chemokines, Cxcl1 (~50-foldmax), Cxcl2 (~100-foldmax), Cxcl10 (~100-foldmax) and Cxcl11 (~100-foldmax) increased very rapidly at 1-3h, Cxcl3, Cxcl5 and Cxcl9 increased with a slight delay with maximal increase of ~50-100-fold at 3-6h, while Cxcl13 and Cxcl16 increased gradually by about 5-fold by 6h of LPS stimulation (Figure 7B, 7C). 

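At 24h in experiment 1, Cxcl10 was at least 16.1-fold above control, after at least 139-fold at 12h. Cxcl9 was at least 6.72-fold and Cxcl11 40.6-fold above control at 24h, and Cxcl6 at least 17.3-fold. Cxcl1 was 49.9-fold above control at 24h, Cxcl13 at least 5.42-fold and Cxcl16 5.35-fold. The Cxcl10 signal at 24h in experiment 2 was 1.46-fold above control.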

Expression levels of all of these genes remained stably elevated up to 24h, except that of Cxcl10 that decreased to ~20-fold by 24h. 

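Pf4 (Cxcl4) was within 1.30-fold of control up to 12h and 2.33-fold above it at 24h in experiment 1, and 1.08-fold below it at 24h in experiment 2. Cxcl12 was 1.39-fold below control at 3h and 2.09-fold above it at 12h in experiment 1. In experiment 2 Cxcl12 was 3.79-fold above control at 1h and 1.48-fold at 24h. The exact rank-sum p was 0.649 for Pf4 and 0.315 for Cxcl12.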

Cxcl4 and Cxcl12 did not show any appreciable change in response to LPS. The robust and rapid increase in Cxcl1, Cxcl2, Cxcl4 and Cxcl5 indicate the strong potential of HSCs in inflammation, angiogenesis (e.g., during liver regeneration) and wound healing by causing chemotaxis of neutrophils, eosinophils and basophils. Interactions of these pathways with IL17F, which is up-regulated by LPS (Figure 4A), can be critical in angiogenic role of HSCs. LPS-induced up-regulation of Ccl2, Cxcl1 and Ccl3 in HSCs, which suggests their involvement in the recruitment of monocytes and neutrophils, is supported by our recent observation showing decreased LPS-induced hepatic infiltration of neutrophils in HSC-depleted mice [30]. HSCs may also play a direct role in innate immunity since CXCL1 and CCL3 (MIP1α) possess anti-bacterial and anti-viral activity, respectively. Furthermore LPS-induced up-regulation of Cxcl10 (encodes IP10) (Figure 7B) and secretion of IP10 by HSCs [19,20] provide an additional mechanism of HSC-mediated recruitment of lymphocytes, neutrophils and monocytes in the liver. 

In addition to Cxcl10, LPS also up-regulated the expression of Cxcl9 (encodes MIG), Cxcl11 and Cxcl16 indicating that HSCs can induce migration of NKT cells and conventional CD4 and CD8 T cells. 

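Cxcl9 signals were 97.0 and 113 on the control arrays of experiment 1 and 2308 at 6h, and 340.1 at 24h in experiment 2 against 52.0 and 103. Cxcl16 signals were 2485 and 2093 in control cells and 12195 at 24h in experiment 1, while in experiment 2 the controls had 4276 and 4461 and the LPS array 10069. The exact rank-sum p was 0.0424 for Cxcl9 and 0.0727 for Cxcl16.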

The ability of HSCs to present bacterial lipid antigens to NKT cells has been shown to be a significant factor in the control of bacterial infection [24]. Furthermore, HSCs suppress proliferation and induce apoptosis of conventional T cells directly as well as by modulating DCs to a tolerogenic phenotype and by expanding Tregs that acquire superior immunosuppressive potential [19,20,25]. Our data also shed light on the possible contribution of HSCs in a murine model of FHF in which administration of heat-killed *Propionibacterium acnes* followed by a low dose of LPS increased the expression of Ccl5, Cxcl9, Cxcl10, Cxcl16 (the ligand of Bonzo, CXCR6) and TNFα [75]. Of note is the observation that up-regulation of Cxcl16 closely correlated with the magnitude of immunological liver injury induced by BCG-LPS in mice [76], and intrahepatic recruitment of specific lymphocytes by HSCs might be an important mechanism of this injury. Moreover, as described above, LPS-up-regulated Ccl2-5 in HSCs can also contribute to liver failure. 

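Cxcr1 and Cxcr2, receptors of neutrophil-attracting chemokines, were Absent on all arrays, with highest signals of 222 and 156. Cxcr5 has 2 probe sets, and the more often detected of them was Present on 6 arrays. Its highest signal was 893.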

Among the Cxcr class of receptors, rat HSCs did not express Cxcr1/Il8ra, Cxcr2/IL8rb and Cxcr5/Blr1, and Cxcr6 is not surveyed by the microarray. Some differences appear in the rat and mouse HSCs in regard to the expression of CXCL1 and CXCR2. While activated but not quiescent mouse HSCs expressed CXCL1, both phenotypes expressed its receptor CXCR2 [77]. However, CXCR2 was expressed by the liver after CCl4-induced injury followed by administration of CXCL1, leading to a concluded that CXCL1/CXCR2 interaction plays an important role in liver fibrosis [77]. 

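Cxcr3 was Present on 10 arrays with signals of 90.2 to 192 and no valid change. Cxcr4, the receptor of CXCL12, was 1.35-fold above control at 1h, 3.10-fold below it at 3h, 10.4-fold at 6h and 2.67-fold at 12h, and 1.55-fold above it at 24h in experiment 1. At 24h in experiment 2 Cxcr4 was 2.62-fold below control, and 10 pairs in all were valid decreases (exact rank-sum p = 0.0727). Ackr3 (Cxcr7) was 2.69-fold below control at 6h, 1.55-fold above it at 12h and 4.00-fold below it at 24h in experiment 1, and 4.08-fold above control at 1h in experiment 2.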

Interestingly, HSCs express Cxcr3, Cxcr4 and Cxcr7 transcripts, and LPS modulated the last two; Cxcr4 is predominantly down-regulated, while modulation of Cxcr7 is complex (see GEO data). CCR5 and CXCR4 are the two major co-receptors required for HIV entry into cells, and the primary HIV isolates were found to infect both human HSC line, LX-2, and primary human HSCs via CCR5 and CXCR4, and to promote collagen I expression and secretion MCP1 [78]. Together, these data provide strong additional evidence for HSCs to modulate hepatic microenvironment by attracting and then interacting with inflammatory and immune cells that have potential implications in innate and adaptive immunobiology.

#### Antigen-presenting and co-regulatory molecules

Several reports have shown HSC’s ability to influence T cells by presenting Ag in conjunction with co-modulatory molecules (e.g., CD80, CD86, B7-H1). For example, bacterial lipid Ag presentation by HSCs activates NKT cells and regulates microbial infection [24]. On the other hand, HSCs induce expansion of Tregs via MHC II [19], cause apoptosis of T cells via B7H1 (PD-L1) [25], suppress CD8 T cell activation in a CD54-dependent manner [26], and inhibit CD8 T cell activation/proliferation via B7H4 [27]. Previously, we found that LPS induces strong increase in MHC class II and co-stimulatory molecules CD80 and CD86 as well as VCAM, and smaller increase in MHC class I, CD40, CD54 and B7H1 in mouse HSCs [19]. 

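Cd80, a co-stimulatory ligand of T cells, was Absent on all 11 arrays, and its highest signal was 87.6.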

In the present study with rat HSCs, the B7H1 homolog (CD274/Pdcd1lg1) is not surveyed by the microarray (see Figure 8A), and Cd80 transcript was undetectable in any sample. However, Cd86 and Vcam1 transcripts increased in LPS-stimulated HSCs concordantly with protein expression (Figure 8A). Additionally, the increase in the transcript for Cd40 was robust, while modest increases were observed in the transcripts for Icam1 and specific MHC I molecules. 

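Vcam1 rose with LPS and was 137-fold above control at 3h, 102-fold at 6h and 27.1-fold at 24h in experiment 1. For Vcam1 in experiment 2 the values were 11.0-fold above control at 1h and 5.19-fold at 24h. Cd86, a co-stimulatory molecule also found on macrophages, was 8.55-fold above control at 6h and 2.71-fold at 24h in experiment 1, and 1.60-fold below control at 1h and 2.42-fold above it at 24h in experiment 2 (exact rank-sum p = 0.230). Together 11 co-regulatory molecules were higher than other genes at 24h by camera (adjusted p = 0.00530, or adjusted p = 0.426 with an estimated correlation), and 8 passed limma adjusted over the list alone (0 over all genes), in a list that includes genes the paper chose on these arrays.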

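Icam1 (CD54) rose with LPS and was 6.81-fold above control at 3h in experiment 1 and 2.13-fold at 24h in experiment 2 (exact rank-sum p = 0.0242). Among MHC I genes, RT1-S3 rose to 25.2-fold above control at 12h in experiment 1 and 5.61-fold at 24h in experiment 2, RT1-T24-3 was at least 12.1-fold and 5.00-fold above control, and RT1-CE12 was 4.10-fold and 1.93-fold above it at 24h. Tap1, a subunit of the peptide transporter, was 7.87-fold above control at 6h in experiment 1. All 18 measured genes of class I presentation were higher at 24h (camera adjusted p = 5.94e-11, and adjusted p = 0.498 with an estimated correlation). Limma called 12 of these adjusted over the list alone and 0 over all genes, and genes that the paper chose on these arrays are among them. All 8 measured class II genes were lower at 24h over both experiments (camera adjusted p = 0.00330, or adjusted p = 0.542 with an estimated correlation), with 4 past limma adjusted over the list alone and 0 over all genes. Set against the 24h control of each experiment, 4 of them were above control at 24h in experiment 1 and 0 in experiment 2. RT1-DMa, which loads peptides on class II molecules, fell on every LPS array, and was 4.67-fold below control at 24h in experiment 1 and 4.22-fold in experiment 2.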

Cd40 and Icam1 transcripts peaked at 6h of LPS treatment, and by 24h had fallen by 80% and 44% respectively. This likely explains the previously observed low increases in the respective encoded proteins in mouse HSCs at 24h of LPS stimulation [19]. 

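Signals of Cd40 in experiment 1 were 1701 at 3h, 5785 at 6h, 1984 at 12h and 1176 at 24h, 79.7% lower at 24h than at 6h. Icam1 signals were 19761 at 6h and 11053 at 24h, 44.1% lower. Each time point is 1 array. Experiment 2, without a 6h array, had Cd40 signals of 896 at 1h and 1870.2 at 24h.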

Alternatively, mouse HSCs may respond differently to LPS as discussed above for TGFβ related molecules, and chemokines.

Cells of myeloid origin including DCs express receptor for a glycoprotein OX2 or CD200; CD200R is an inhibitory receptor that affects myeloid cell functions [79-81]. We have observed CD200R in liver mDCs and surface expression of CD200 on HSCs, which is increased by LPS (not shown). These data are consistent with expression of Cd200 transcript and its 10-foid increase by LPS within 6h (Figure 8B). 

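Cd200, the ligand of an inhibitory receptor on myeloid cells, was 1.94-fold above control at 3h, 8.39-fold at 6h, 10.7-fold at 12h and 6.96-fold at 24h in experiment 1. Experiment 2 had 1.56-fold above control at 1h and 2.70-fold at 24h, from control signals of 1705 and 1859.6. Valid increases were found in 8 pairs (exact rank-sum p = 0.0727).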

We are currently investigating CD200/CD200R interactions as an important the mechanism of our prior finding that HSC-modulated DCs are poor stimulators of T cells [20]. 

### LPS down-regulates activation state of HSCs

Treatment of culture activated rat or human HSCs with recombinant human IFNβ (rhIFNβ) causes decreased expression of α-SMA, collagens I and III, TGFβ1, PDGF-BB and Smad4, while Smad7 expression is increased [82]. The present data show that LPS causes a robust autacoid IFNβ response (see above), so we reviewed concurrent cytoskeletal and fibrotic changes. 

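Smad4, the common mediator of TGFβ signalling, was within 1.33-fold of control on all LPS arrays. Smad6, an inhibitory Smad, was 1.31-fold above control at 1h, at least 5.51-fold below it at 3h and at least 2.53-fold at 24h in experiment 1, with 5 valid decreases, and was not detected in experiment 2. The brightest of 3 probe sets for Smad7 was Present on 1 array, at 1h with LPS in experiment 1, at least 2.95-fold above control, and another was Present on 6.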

PDGF-BB is not surveyed by the microarray, and we found Smad4 expression to be stable but Smad6 to decrease (see GEO dataset).

#### Cytoskeletal changes

A search of the root “cytoskel” in the NLM Gene database gave 1537 responses, of which 1252 are surveyed. Of these, 106 showed at least one valid increase and 218 showed at least one valid decrease. 

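Of 54 actin and contractile genes listed before the data were examined, 43 were measured. A valid 2-fold increase in any of the 14 pairs was seen for 2 of these and a valid decrease for 22. At 1h or 24h, 20 decreased in experiment 1 alone and 1 in both experiments. The responding share was 3.32 times that expected from other genes, given without a p because genes of a list are not independent.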

Acta2 encoding α-SMA, as well as both Acta1 and Actg2 (encoding skeletal muscle and smooth enteric muscle actins, respectively) and Actn1 (nonmuscle α-actinin 1) were robustly decreased. 

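Actg2 had signals of 23236 and 19827 on the control arrays of experiment 1 and 898 at 24h with LPS (23.9-fold below control), and Acta1 was at least 40.8-fold below control at 24h, where it was not detected. Acta2 was 6.31-fold below control at 24h and within 1.56-fold of it up to 12h. Actn1 was 1.67-fold below control at 24h, without a valid change. In experiment 2 at 24h, Actg2 was 2.99-fold below control and Actn1 1.20-fold above it, and Acta1 was not detected on any array. Controls of experiment 2 were dimmer, with signals of 895 and 836 for Actg2.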

Nonmuscle myosin II (NMM II) is an actin-binding complex comprising myosin heavy chains II-A II-B and II-C encoded by Myh9, Myh10 and Myh14 respectively; regulatory light chains encoded by Myl12a, Myl12b and Myl9; and essential light chains such as Myl6 [83]. Myosin heavy chains (Myh) surveyed are 1, 6, 7, 8, 9, 10, 11, 13, 14, of which only 9, 10, 11 and 14 are detectable. 

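Myh9 and Myh10 had mean signals over the arrays of 2133 and 1242, Myh11 of 1334 and Myh14 of 186. Myh9 was Present on 11 arrays, Myh14 on 10, Myh10 on 7 and Myh11 on 6, and Myh10 and Myh11 were not detected in experiment 2.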

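Myh11 was 2.32-fold below control at 12h and 6.04-fold at 24h in experiment 1, Myh10 2.02-fold and 4.07-fold, and Myh9 1.35-fold and 2.27-fold. Myh9 signals in experiment 2 were 1075 and 1164 in control cells and 1177 at 24h with LPS. Valid decreases, all in experiment 1, numbered 2 for Myh9 and 3 each for Myh10 and Myh11.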

Expression of Myh9 and Myh10 is decreased as is Myh11, which encodes a smooth muscle chain. 

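Myl9 was 6.60-fold below control at 24h in experiment 1, where it stayed within 1.34-fold up to 12h, and 2.19-fold below control at 24h in experiment 2. Its control signals were 11502 and 9982 in experiment 1 and 356 and 513 in experiment 2. Myl12b lay within 1.39-fold of control. Myl1 and Myl4 were dim, with mean signals of 77.3 and 160.4, and had no valid change.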

Of eight Myl members surveyed (-1, -2, -3, -4, -6, -7, -9, -12b) -3 and -7 were undetectable and Myl9 was decreased; the remainder were stably expressed, with Myl6 showing the highest level. 

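Mylk, the smooth muscle form, was 1.65-fold above control at 1h, 1.84-fold below it at 12h and 4.08-fold at 24h in experiment 1, and 1.01-fold above it at 24h in experiment 2. The skeletal and cardiac forms, Mylk2 and Mylk3, were Present on at most 3 and 2 of the 11 arrays.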

Of three Mylk (myosin light chain kinase) members, the detectable smooth muscle isoform (Mylk) was decreased by LPS while Mylk2 and Mylk3 (encoding skeletal and cardiac isoforms respectively) were undetectable. This confirms the robust expression of the nonmuscle myosin II complex in HSCs, and a decrease in four of seven detectable transcripts on stimulation with LPS. Other structural muscle components, (Figures 9A, 9C), including Cnn1, Cryab, Tagln and Tpm1 (see GEO data) were also down-regulated >5 fold. 

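Cryab, a small heat shock protein, was 2.12-fold below control at 12h and 16.1-fold at 24h in experiment 1, and at least 4.84-fold below control at 24h in experiment 2. Cnn1 (calponin 1) was 8.63-fold below control at 24h in experiment 1 and 1.41-fold in experiment 2. Tagln was 4.87-fold and 1.72-fold below control at 24h, and Tpm1 (tropomyosin 1) 4.79-fold and 1.30-fold. On the control arrays, Tpm1 signals were 14751 and 12424 in experiment 1 and 887 and 712 in experiment 2.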

Nonstructural genes associated with muscle development or function including Dmpk, Dysf, Hspb6, Kcnmb1 and Csf1r were also down-regulated. 

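Dysf (dysferlin) was 4.60-fold below control at 24h in experiment 1 and 2.15-fold in experiment 2. Csf1r, the receptor of macrophage colony-stimulating factor and a macrophage marker, was 5.31-fold below control at 12h and 2.37-fold at 24h in experiment 1, and 5.08-fold at 24h in experiment 2. Dmpk was at least 7.84-fold, Hspb6 at least 5.22-fold and Kcnmb1 at least 4.79-fold below control at 24h in experiment 1, where they were not detected with LPS. Hspb6 was at least 1.30-fold below control at 24h in experiment 2.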

#### Fibrogenic changes

Abnormalities in liver function, including chronic liver diseases, increase circulating LPS levels. Liver injury is associated with activation of HSCs and fibrosis suggesting that LPS might be involved in HSC activation. The present data show that while the mRNA encoding TGFβ1,TGFβ2 and TGFβ3 are either unaffected or decreased by LPS, the receptors Tgfbr1 and Tgfbr2 are decreased, and BAMBI is transiently up-regulated (Figure 5). Further examination revealed down-regulation of the genes associated with HSC activation such as Acta 2 (Figure 9A, 9C) as well as decreased expression of α-SMA, a protein encoded by this gene in LPS-stimulated transitionally activated rat HSCs (Figure 9A: inset). In contrast to this effect, LPS up-regulated Pdgfra transcript by about 10-fold in HSCs (see GEO dataset). 

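Acta2 signals in experiment 1 were 12758 and 8879 on the control arrays, 13045 at 1h, 6804 at 12h and 1687 at 24h. Experiment 2 gave 2261 and 1986 on the control arrays and 2199 and 1952 with LPS at 1h and 24h. The 24h log2 change over both experiments was -1.21 (standard error 0.73, adjusted p = 0.510 from limma), and the 2 valid decreases were both in experiment 1.

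**Figure D3:**
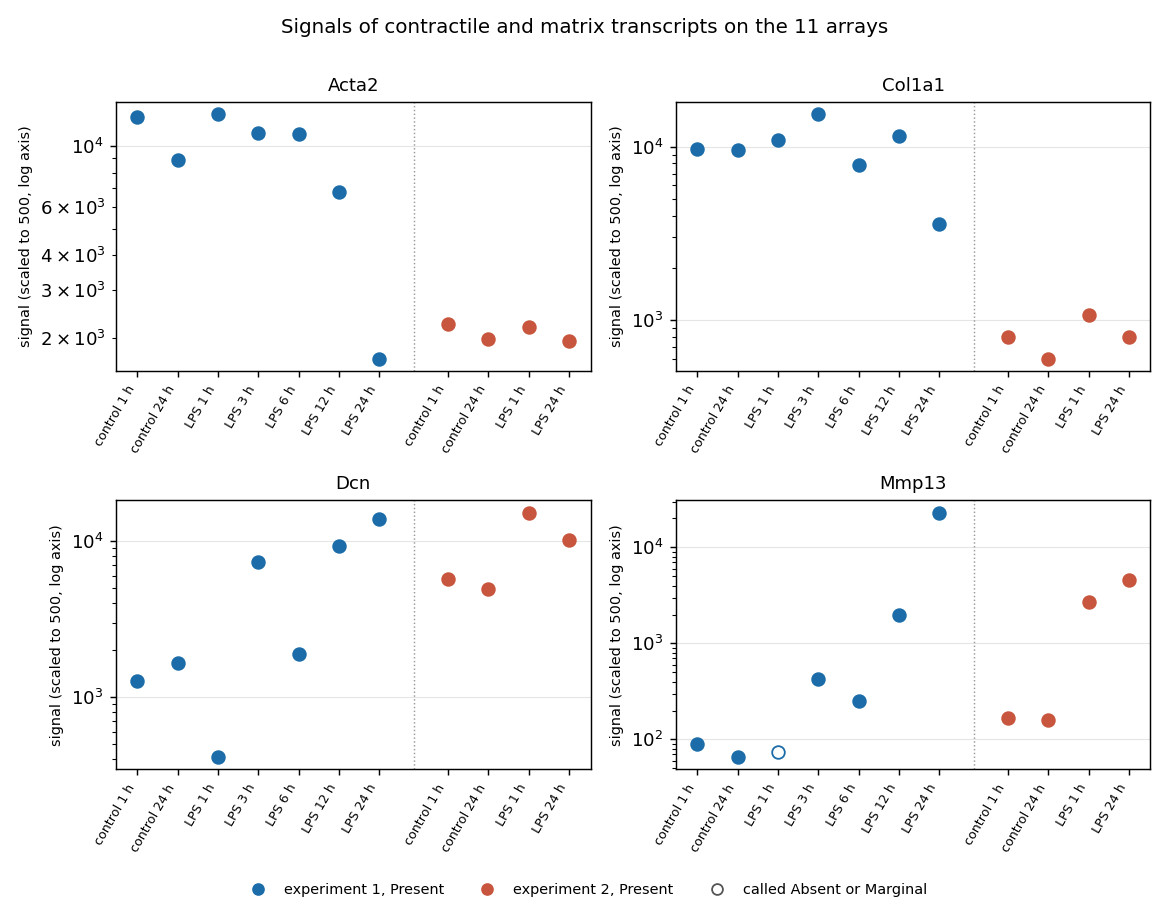
Signals of Acta2, Col1a1, Dcn and Mmp13 on each of the 11 arrays, with the signal (scaled to 500) on a log axis and open points where the transcript was not called Present. Acta2 and Col1a1 are lower at 24h with LPS in experiment 1, and all arrays of experiment 2 are low for both.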

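Pdgfra, a receptor of platelet-derived growth factor, rose with LPS, from Absent on all control arrays to at least 9.67-fold above control at 3h, at least 3.54-fold at 6h, at least 8.78-fold at 12h and at least 6.15-fold at 24h in experiment 1. The LPS arrays of experiment 2 were at least 12.2-fold above control at 1h and called Absent at 24h, with a signal of 527. Every LPS array was above every control array, and 10 pairs were valid increases.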

The activation of HSCs is associated with increased expression of PDGF receptor that is a powerful stimulus for their proliferation by PDGF produced in the injured liver. Whether LPS signaling promotes, inhibits or has no effect on PDGF-induced proliferation of HSCs remains to be determined.

LPS decreased the microarray-assayed expression of several collagen transcripts by 24h, including Col1a1, Col3a1, Col4a5, Col5a1 Col8a1, Col12a1 and Col14a1 (Figure 9B). 

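At 24h in experiment 1, Col3a1 was 4.20-fold, Col12a1 3.75-fold, Col14a1 at least 3.59-fold, Col4a5 2.84-fold, Col1a1 2.67-fold, Col5a1 2.41-fold and Col8a1 1.66-fold below control. At 3h, Col1a1 and Col3a1 were 1.60-fold and 1.61-fold above control. In experiment 2 at 24h, Col1a1 was 1.16-fold, Col3a1 1.20-fold, Col12a1 1.31-fold and Col4a5 1.09-fold above control. Control signals of Col1a1 were 9651 and 9580.2 in experiment 1 and 798 and 600.1 in experiment 2. No collagen passed the rank-sum limits over all arrays.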

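Col8a2 was 2.85-fold above control at 3h in experiment 1 and 2.71-fold below it at 24h. Col11a1 was 2.18-fold above control at 3h and at least 3.71-fold below it at 24h, where it was not detected. Their control signals differed between 1h and 24h, 221 and 508 for Col8a2 and 317 and 401 for Col11a1. In experiment 2 Col8a2 was 1.84-fold above control at 1h, and Col11a1 was not detected.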

Col8a2 and Col11a1 showed early transient increases before decreasing at 24h. On the other hand, fibronectin expression was high and unchanged (see GEO dataset), while decorin expression was up-regulated by 10-fold at 24h of LPS stimulation. 

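Dcn was 3.50-fold below control at 1h, 5.11-fold above it at 3h, 1.30-fold at 6h, 6.42-fold at 12h and 9.58-fold at 24h in experiment 1, and 2.88-fold at 1h and 1.92-fold at 24h in experiment 2. Control signals were 1265 and 1649 in experiment 1 and 5697 and 4959.6 in experiment 2, and the exact rank-sum p was 0.164. Fn1 signals were 15712 to 19181 with LPS in experiment 1, against 15060.0 and 13211 in control cells, and it had no valid change.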

Confirmatory qPCR at 24h (Figure 9C) showed a trend to decrease in Col1a1, stable fibronectin expression, and increased decorin expression. Decorin has been shown to regulate collagen fibrillogenesis, to block bioactivity of TGFβ1 and to exert protective effect against fibrosis. Together, these data indicate that LPS exerts strong anti-fibrogenic effect in the liver by limiting or down-regulating activation-associated changes in HSCs. It will be of interest to determine whether LPS has similar effects on fully activated (passage 3-4) HSCs and those isolated from chronically injured fibrotic liver (e.g., after chronic 12-14 weeks of CCl4 treatment).

 

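Activated HSCs gain contractile proteins and secrete collagen. At 24h, 43 measured actin and contractile genes were lower than other genes over both experiments (camera adjusted p = 0.0223, or adjusted p = 0.827 with an estimated correlation), with 31 below control. Limma called 1 of them adjusted over the list alone and 0 over all genes, and the list holds genes that the paper chose on these arrays. Their median log2 change at 24h was -1.04 in experiment 1 and -0.15 in experiment 2. For 23 measured collagens the medians were -0.67 and 0.23 (camera adjusted p = 0.729), and 5 of them were above control at 24h in experiment 1 and 18 in experiment 2. Collagens were higher than other genes at 1h (camera adjusted p = 0.00457; adjusted p = 0.915 with an estimated correlation and 0.468 without the LPS 1h array of experiment 2) and at 3h in experiment 1 (adjusted p = 1.10e-04 and 0.569). The contractile genes were higher at 3h as well, with 35 above control (adjusted p = 0.00466 and 0.773). For 34 other matrix genes the 24h medians were 0.17 and 0.35 (camera adjusted p = 0.0604), and they were higher than other genes at 3h (adjusted p = 6.02e-06, 31 above control) and 12h (adjusted p = 2.17e-04, 28 above control), calls lost with an estimated correlation (adjusted p = 0.466 and 0.467). Markers of stellate cells had 24h medians of -0.50 and -0.02 (camera adjusted p = 0.681). Over contractile genes and collagens together, the control arrays of experiment 2 differed from those of experiment 1 by a median log2 of -2.06. The paper reads its transcript, qPCR and α-SMA protein data (Figures 5 and 9) as pointing to a strong anti-fibrogenic effect of LPS. It places this in a limiting of HSC activation, with lower TGFβ receptor, Acta2 and collagen transcripts and higher decorin. It later describes its Mmp13, Mmp9 and Timp2 data as paradoxical to the lower activation markers.

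**Figure D4:**
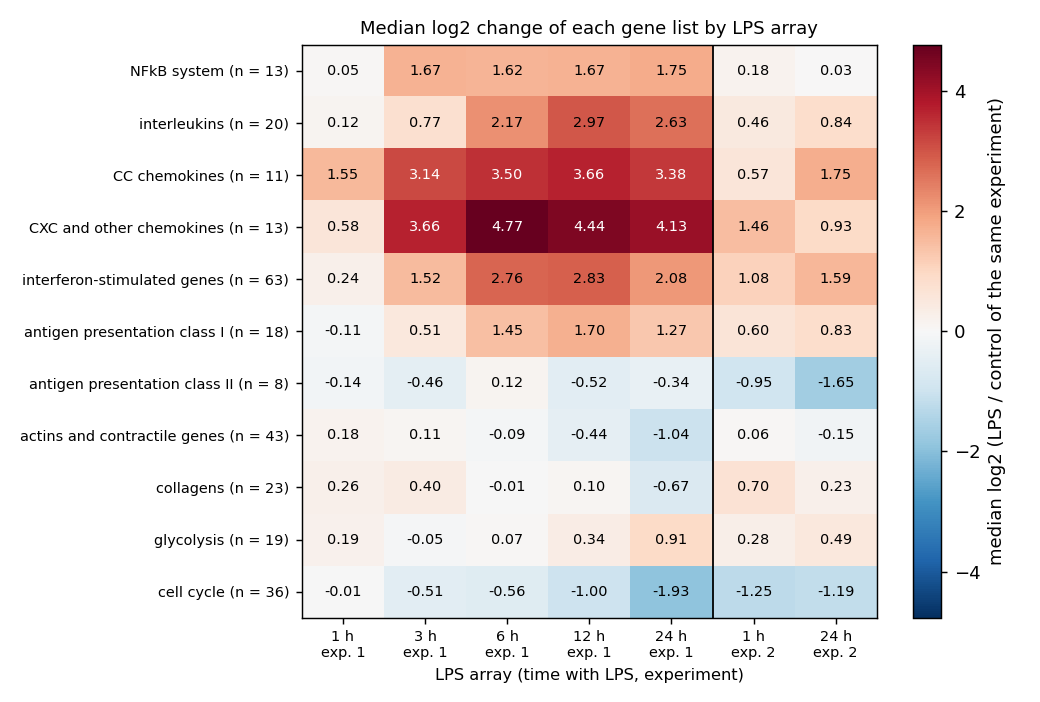
Median log2 change of each gene list (n, number of measured genes) on each LPS array, relative to the 1h control for 1h, the 24h control for 24h and the mean of both controls of experiment 1 for 3h, 6h and 12h. Chemokine and interferon-stimulated genes are above 0 on every array, and contractile genes and collagens are below 0 at 24h in experiment 1.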

HSCs express several matrix metalloproteinases (MMPs) (the zinc- and calcium-dependent proteases) that degrade ECM and other extracellular proteins, and their inhibitors (tissue inhibitors of MMP: TIMPs). These enzymes regulate ECM components in physiology and an imbalance in their relative expressions and activities during liver injury is responsible for ECM remodeling, repair during organ injury and fibrosis. 

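Mmp13 (collagenase 3) rose with LPS. It was 5.52-fold above control at 3h, 25.7-fold at 12h and 299.7-fold at 24h in experiment 1, and 16.4-fold at 1h and 28.0-fold at 24h in experiment 2 (exact rank-sum p = 0.0424). Mmp3 was 65.1-fold above control at 12h in experiment 1 and 13.8-fold at 24h in experiment 2. Mmp9 (gelatinase B) was 152-fold above control at 24h in experiment 1 and 2.02-fold in experiment 2, where its control signals were 3763 and 6127. Mmp10 was at least 122-fold and at least 3.18-fold above control at 24h. Mmp12 (macrophage elastase), with signals of 16209 and 17705 in control cells, was 1.62-fold above control at 24h and had no valid change, and no valid change was found for Mmp16, Mmp17, Mmp19 or Mmp24. Of 18 measured metalloproteinases and TIMPs, 5 increased in both experiments, and camera gave the list an adjusted p of 0.419 at 24h.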

The microarray data show strong (about 100-fold) up-regulation of the Mmp3, Mmp9, Mmp10 and Mmp13 transcripts, while Mmp12, -16, -17, -19 and -24 showed no change (Figure 9D). 

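Timp1, an inhibitor of metalloproteinases, was 2.30-fold above control at 3h, 3.05-fold at 12h and 2.27-fold at 24h in experiment 1, and 1.38-fold at 24h in experiment 2. The brighter of 2 Timp2 probe sets was 1.13-fold below control at 12h and 1.26-fold at 24h in experiment 1, and 1.34-fold at 24h in experiment 2, without a valid change. Its 24h log2 change was -0.44 (standard error 0.23, adjusted p = 0.440 from limma). The other Timp2 probe set fell further, with a log2 change of -1.45 against the 24h control at 24h in experiment 1. Mean signals were 214 for Timp3, Present on 4 arrays, and 179 for Timp4, Present on 2.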

Timp1 transcript showed 3-fold increase while Timp2 transcript decreased slowly that was significant at 24h; Timp3 and Timp4 expression levels were not prominent and did not change over the time-course of LPS stimulation (see GEO database). Since MMP13 deficiency was shown to resist liver fibrogenesis due to biliary obstruction [84], and activated MMP13 converts pro-MMP9 to its active form MMP9, which induces HSC activation/transdifferentiation [85], these data suggest that this pathway favors fibrogenesis. Furthermore, decrease in Timp2 (an inhibitor of MMP13 activation) expression also favors the role for LPS in promoting fibrogenic activity of HSCs. These data are paradoxical to the down-regulation of HSC activation markers (Figure 9A) and up-regulation of MMP3 (degrades collagen types II, III, IV, IX, and X, proteoglycans, fibronectin, laminin, and elastin), which indicate that LPS also instigates mechanisms that ameliorate fibrogenic response of HSCs.

In summary, the functionally validated microarray data discussed here indicate a crucial role of HSCs in hepatic inflammation and immune regulation. 

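Vegfa, an angiogenic factor, was 2.98-fold above control at 24h in experiment 1 and 1.56-fold in experiment 2. Egfr rose with LPS to 3.87-fold and 1.74-fold above control at 24h, with no overlap between LPS and control arrays. Hgf, a mitogen of hepatocytes, was detected on 1 array, at 24h with LPS in experiment 1, at least 4.86-fold above control. Ogfr was at least 3.61-fold above control at 6h in experiment 1. Igf1 was at least 7.25-fold below control at 24h in experiment 1 and 1.56-fold in experiment 2, Vegfc 2.05-fold and 1.51-fold, and Fgfr3 at least 3.13-fold in experiment 1. Hbegf was at least 4.00-fold below control at 24h in experiment 1 and 1.62-fold above it in experiment 2. Edn1 was 2.25-fold above control at 3h and 2.77-fold below it at 24h in experiment 1. Of 27 measured growth factors and receptors, 11 had a valid increase and 8 a valid decrease in some pair (camera adjusted p = 0.240 at 24h). At 3h the list was higher than other genes (adjusted p = 0.0416, 15 above control), with adjusted p = 0.466 with an estimated correlation.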

Limitations on space preclude full discussion of other facets of the HSC response, e.g., modulation of growth factor expression (upregulation of Ngf, Hgf and Vegfa, downregulation of Hbegf, Igf1 and Vegfc), growth factor receptors (Egfr and Ogfr upregulated; Fgfr3 down-regulated) and up-regulation of the vasoconstrictor cytokine endothelin-1, all of which will affect the interaction of HSCs with nonimmune hepatic cells. Obviously, there are differences in some of the highly important LPS effects on mouse versus rat HSCs, and it cannot be ruled out that such differences may likely be observed in the responses of human HSCs to LPS. It should be considered that while the experimental rodents are maintained in controlled pathogen-free environment, humans are subjected to variable environmental and food-derived factors on a continuous basis, which can likely alter the responses of HSCs to LPS. Nevertheless, the present data are of potential importance in future investigations to discover the varied roles of HSCs in hepatic inflammation and immunity.

## Supporting Information

Figure S1 **Purity of HSCs.** (**A**) Unstimulated or LPS-stimulated HSCs were harvested using trypsin/EDTA solution, then stained with anti-CD31 (endothelial cell marker), anti-CD68 (Kupffer cell marker), anti-CD11b/c (myeloid cell marker) or anti-GFAP (HSC marker) Abs and subjected to FACS analysis on a LSR II Flow Cytometer. Upper panel shows the purity of HSCs (gated on total live cells), while lower panel shows the respective isotype controls. (**B**) Protein lysates of unstimulated (CT) or LPS-stimulated (LPS) HSCs were subjected to SDS-PAGE. Separated proteins were transferred on to PVDF membrane and immunoblotted with anti-CD11b , -CD31 or -CD68 Abs. After washing, the membranes were incubated with secondary Ab, and signals were detected using ECL Western blotting detection reagent (GE Healthcare/Amersham, Buckinghamshire, UK). Liver lysates were used for positive control. (**C**) HSCs on glass coverslips were fixed (with 2% paraformaldehyde), permeabilized and stained for α-SMA (red) and nuclear stain (DAPI). All the cells are stained positive for α-SMA and also contained vitamin A (green autofluorescence).   
(TIF)

Figure S2 **Pairwise comparisons of control vs LPS-stimulated stellate cells.** A contingency analysis of the agreement between the first and second experiments shows that genes with ≥3 of 10 valid 2-fold changes in the first experiment are more than twice as likely than chance would predict to be modulated in the second experiment. This concordance is so marked that for ≥ 7 changes in the first experiment there are ≥ 9-fold more genes with ≥ 3 changes than expected in the second experiment, and ≥2-fold fewer genes than expected with zero changes. This is a way of including concordance between genes which are modulated in the second experiment (where 1h and 24h are examined) with genes which respond in the first experiment at intermediate times (3h, 6h or 12h). Exceptions in the Graph: there is no enrichment for 5 changes in experiment 1 and 3 changes in experiment 2; and there are no genes which show 9 changes in experiment 1 and 2 changes in experiment 2 (gap indicated by grey doubled-headed arrow).
(TIF)

Figure S3 **Pairwise comparisons of all control vs stimulated comparisons within each experiment.** For experiment 1 this yields (2 control x 5 stimulated = 10 comparisons), while experiment 2 yields (2 control x 2 stimulated = 4 comparisons), for a total of 14 pairwise comparisons. The 10,903 unique characterized genes which shown (14 ≥ n ≥ 0) valid 2-fold differences are shown (unfilled bars). 1,692 unique characterized genes were found with values distributed so that p < 0.042 by the Mann-Whitney test. The numbers of these genes which have corresponding two-fold changes also are shown (filled bars); the fraction they represent of those corresponding changes is shown (filled circles, right hand axis). The progressive increase of this fraction is consistent with a predominant directionality in the modulated genes; i.e. most genes are consistently upregulated or downregulated.
(TIF)

Figure S4 **Intracellular staining of TNFα in stellate cells.** Unstimulated or LPS-stimulated HSCs were harvested using trypsin/EDTA solution, fixed with 2.0% paraformaldehyde, permeabilized with 0.1% saponin in PBS containing 0.5% BSA, then stained with anti-TNFα Ab and subjected to flow cytometry. Only GFAP^+^ HSCs were gated to measure TNFα expression. Black histogram-isotype control; dashed line- unstimulated HSCs; solid line -LPS-stimulated HSCs.
(TIF)

Table S1 **Primers used in qPCR.**
(DOC)

Table S2 **The cells show the number of genes increased, then the number decreased, by LPS stimulation.** There are 1,177 responsive genes exclusive to experiment 1 (shaded bottom data row), 281 exclusive to experiment 2 (shaded right-hand data column) and 576 changes concordant between experiments (dotted box; 345 increases and 252 decreases). Concordant changes therefore represent 33% and 67% of the total changes in experiment 1 and experiment 2 respectively. Of the 1,177 genes exclusive to experiment 1 (i.e., nonresponsive at T1 or T24 in experiment 2) a total of 330 had showed responses at one or more intermediate (3, 6 or 12h) time-points. Of the 281 genes exclusive to experiment 2, 26 showed one or more responses at the intermediate time points in experiment 1.
(DOC)

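Experiment 1 had 655 genes with a higher and 765 with a lower signal at 1h or 24h, and experiment 2 had 378 and 351. By time, 112 genes increased at 24h alone in both experiments, and 119 increased at 24h alone in experiment 1 and at both times in experiment 2, among them Irf7 and Cxcl3. At 1h alone, 63 genes increased in experiment 1 without an increase in experiment 2, and none increased at 1h alone in both. Decreases at 24h alone in both experiments were seen for 94 genes.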

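Of the 916 genes that met the criterion in experiment 1 alone, 429 also had a valid change against both controls at 3h, 6h or 12h. A change against either control was found for 531. The definition against both controls was chosen after the values of both had been seen.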

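Counted against both controls, 72 of the 224 genes that responded in experiment 2 alone had a valid change at 3h, 6h or 12h in experiment 1. Against either control the count was 117.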

Table S3 **Values are the significance (as -log(**p**)) of the enrichment of different pathways in different groups.** Pathways were chosen where at least one group had a value > 3 (i.e., p < 0.001). Values < 1.3 (i.e., p > 0.05) were omitted for clarity. The enrichment values in this Table and Table C are calculated by parsing 367 unique genes. This Table contains pathways for which enrichment of the concordant group is greater than that of the aggregate group.
(DOC)

Table S4 **Values are the significance (as -log(**p**)) of the enrichment of different pathways in different groups.** Pathways were chosen where at least one group had a value > 3 (i.e., p < 0.001). Values < 1.3 (i.e., p > 0.05) were omitted for clarity. This Table contains pathways for which enrichment of the aggregate group is greater than that of the concordant group.
(DOC)

# Supplementary material for: The Transcriptomic Response of Rat Hepatic Stellate Cells to Endotoxin: Implications for Hepatic Inflammation and Immune Regulation
**Source:** PLoS One. 2013 Dec 9;8(12):e82159. doi: 10.1371/journal.pone.0082159
**Supplement:** Table S1 — Primers used in qPCR.

**Table S1:**

# Supplementary material for: The Transcriptomic Response of Rat Hepatic Stellate Cells to Endotoxin: Implications for Hepatic Inflammation and Immune Regulation
**Source:** PLoS One. 2013 Dec 9;8(12):e82159. doi: 10.1371/journal.pone.0082159
**Supplement:** Table S2 — The cells show the number of genes increased, then the number decreased, by LPS stimulation. There are 1,177 responsive genes exclusive to experiment 1 (shaded bottom data row), 281 exclusive to experiment 2 (shaded right-hand data column) and 576 changes concordant between experiments (dotted box; 345 increases and 252 decreases). Concordant changes therefore represent 33% and 67% of the total changes in experiment 1 and experiment 2 respectively. Of the 1,177 genes exclusive to experiment 1 (i.e., nonresponsive at T1 or T24 in experiment 2) a total of 330 had showed responses at one or more intermediate (3, 6 or 12h) time-points. Of the 281 genes exclusive to experiment 2, 26 showed one or more responses at the intermediate time points in experiment 1.

**Table S2:**

| Experiment 1: | Response at both T1 and T24 | Response at T1 only | Response at T24 only | No response |
| --- | --- | --- | --- | --- |
|  |  | | | |
| Experiment 2: |  |  |  |  |
| Response at both T1 and T24 | 18, 0 | 10, 1 | 134, 106 | 11, 51 |
| Response at T1 only | 0, 0 | 0, 0 | 26, 9 | 40, 23 |
| Response at T24 only | 0, 0 | 1, 0 | 138, 133 | 45, 111 |
| No response | 18, 3 | 73, 6 | 362, 715 | 5,486 |
| Exp1 response at other timepoints | 5, 0 | 5, 4 | 83, 233 |  |

# Supplementary material for: The Transcriptomic Response of Rat Hepatic Stellate Cells to Endotoxin: Implications for Hepatic Inflammation and Immune Regulation
**Source:** PLoS One. 2013 Dec 9;8(12):e82159. doi: 10.1371/journal.pone.0082159
**Supplement:** Table S3 — Values are the significance (as -log(p)) of the enrichment of different pathways in different groups. Pathways were chosen where at least one group had a value > 3 (i.e., p < 0.001). Values < 1.3 (i.e., p > 0.05) were omitted for clarity. The enrichment values in this Table and Table C are calculated by parsing 367 unique genes. This Table contains pathways for which enrichment of the concordant group is greater than that of the aggregate group.

**Table S3:**

| Pathway | Aggregate | Exp 1 only | Concordant | Exp 2 only |
| --- | --- | --- | --- | --- |
| Communication between Innate and Adaptive Immune Cells | 11.6 |  | 12.3 | 2.7 |
| TREM1 Signaling | 8.61 |  | 11.5 |  |
| Atherosclerosis Signaling | 6.23 |  | 10.1 |  |
| LXR/RXR Activation | 4.25 |  | 9.23 |  |
| Differential Regulation of Cytokine Production in Intestinal Epithelial Cells by IL-17A and IL-17F | 6.2 |  | 8.57 |  |
| Differential Regulation of Cytokine Production in Macrophages and T Helper Cells by IL-17A and IL-17F | 5.99 |  | 7.78 |  |
| Acute Phase Response Signaling | 3.74 |  | 7.47 |  |
| Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses | 6.52 |  | 7.25 |  |
| Dendritic Cell Maturation | 6.75 |  | 6.77 | 2.54 |
| IL-6 Signaling | 4.98 |  | 6.46 |  |
| Role of IL-17F in Allergic Inflammatory Airway Diseases | 3.26 |  | 6.4 |  |
| Role of Cytokines in Mediating Communication between Immune Cells | 3.82 |  | 5.96 |  |
| Role of IL-17A in Arthritis | 3.42 |  | 5.58 |  |
| Activation of IRF by Cytosolic Pattern Recognition Receptors | 4.41 |  | 5.47 |  |
| IL-10 Signaling | 5.11 |  | 5.27 |  |
| Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis | 4.67 |  | 5.08 | 1.4 |
| Hepatic Cholestasis | 2.16 |  | 4.76 |  |
| Colorectal Cancer Metastasis Signaling | 3.26 |  | 4.64 |  |
| NF-κB Signaling | 3.28 |  | 4.21 |  |
| IL-17 Signaling | 2.47 |  | 4.07 |  |
| PPAR Signaling | 2.29 |  | 3.72 |  |
| Role of IL-17A in Psoriasis | 2.55 |  | 3.61 |  |
| DNA damage-induced 14-3-3Ïƒ Signaling |  |  | 3.43 |  |
| Chondroitin Sulfate Degradation (Metazoa) | 2.25 |  | 3.37 |  |
| Systemic Lupus Erythematosus Signaling |  |  | 3.34 |  |
| Toll-like Receptor Signaling | 2.18 |  | 3.32 |  |
| IL-17A Signaling in Airway Cells |  |  | 3.28 |  |
| HMGB1 Signaling | 1.66 |  | 3.12 |  |
| Epithelial Adherens Junction Signaling | 1.69 | **3.28** |  |  |

# Supplementary material for: The Transcriptomic Response of Rat Hepatic Stellate Cells to Endotoxin: Implications for Hepatic Inflammation and Immune Regulation
**Source:** PLoS One. 2013 Dec 9;8(12):e82159. doi: 10.1371/journal.pone.0082159
**Supplement:** Table S4 — Values are the significance (as -log(p)) of the enrichment of different pathways in different groups. Pathways were chosen where at least one group had a value > 3 (i.e., p < 0.001). Values < 1.3 (i.e., p > 0.05) were omitted for clarity. This Table contains pathways for which enrichment of the aggregate group is greater than that of the concordant group.

**Table S4:**

| Pathway | Aggregate | Exp 1 only | Concordant | Exp 2 only |
| --- | --- | --- | --- | --- |
| Granulocyte Adhesion and Diapedesis | 18.9 | 1.68 | 15.1 | 3.31 |
| Agranulocyte Adhesion and Diapedesis | 15.5 | 2.8 | 10.3 | 1.97 |
| Hepatic Fibrosis / Hepatic Stellate Cell Activation | 14.4 | 4.56 | 8.05 |  |
| Altered T Cell and B Cell Signaling in Rheumatoid Arthritis | 8.63 |  | 7.96 | 4.09 |
| Crosstalk between Dendritic Cells and Natural Killer Cells | 8.19 |  | 6.84 | 2.34 |
| Graft-versus-Host Disease Signaling | 8.06 |  | 6.55 | 3.69 |
| Complement System | 6.52 | 1.6 | 5.66 |  |
| Role of Hypercytokinemia/hyperchemokinemia in the Pathogenesis of Influenza | 6.3 |  | 5.91 |  |
| Antigen Presentation Pathway | 6.23 |  | 4.34 | 3.06 |
| T Helper Cell Differentiation | 5.62 |  | 3.55 | 3.49 |
| Allograft Rejection Signaling | 5.48 |  | 3.35 | 2.51 |
| OX40 Signaling Pathway | 5.26 |  | 2.74 | 2.15 |
| Interferon Signaling | 5.1 |  | 3.85 |  |
| Pathogenesis of Multiple Sclerosis | 4.93 |  | 3.61 |  |
| p38 MAPK Signaling | 4.79 | 2.07 | 2.57 |  |
| Inhibition of Matrix Metalloproteases | 4.64 | 2.08 | 2.81 |  |
| Role of Osteoblasts, Osteoclasts and Chondrocytes in Rheumatoid Arthritis | 4.13 |  | 3.03 |  |
| HIF1α Signaling | 4.1 | 2.16 | 2.65 |  |
| Cytotoxic T Lymphocyte-mediated Apoptosis of Target Cells | 4.01 |  | 2.31 | **2.32** |
| Caveolar-mediated Endocytosis Signaling | 4 | **3.27** |  |  |
| iNOS Signaling | 3.98 | 1.35 | 2.74 |  |
| IL-8 Signaling | 3.94 | 1.78 | 2.41 |  |
| GADD45 Signaling | 3.81 | 1.41 | 2.32 |  |
| Type I Diabetes Mellitus Signaling | 3.77 |  | 3.23 | 2.14 |
| NF-κB Activation by Viruses | 3.68 |  | 2.16 |  |
| Role of Tissue Factor in Cancer | 3.65 |  | 2.46 |  |
| Leukocyte Extravasation Signaling | 3.61 | **2.21** | 1.57 |  |
| B Cell Development | 3.49 |  | 1.65 | **2.66** |
| Autoimmune Thyroid Disease Signaling | 3.45 |  | 2.13 | **2.73** |
| Aryl Hydrocarbon Receptor Signaling | 3.42 |  | 2.95 |  |
| Death Receptor Signaling | 3.29 |  | 2.44 |  |
| Virus Entry via Endocytic Pathways | 3.23 | **2.67** |  |  |
| Cell Cycle: G2/M DNA Damage Checkpoint Regulation | 3.12 | 1.46 | 1.58 |  |

How the deposited data were processed for this re-analysis (not part of the article)

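The deposited data are from 11 Affymetrix Rat Genome 230 2.0 arrays, 7 of experiment 1 and 4 of experiment 2, hybridized with RNA from cultured rat HSCs with or without LPS. The authors made the signal intensities with GCOS 1.4, which gives 1 value per probe set and array, and scaled each array to a 2% trimmed mean of 500 on a linear scale. The authors deposited these values in a pair of tables, and every signal is the same in both. GCOS also gave the letters that call each probe set Present or Absent on an array and the letters that call it increased, decreased or without change between a control and an LPS array. The direction of 99.2% of the increase and decrease calls was the one that the signals give.

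All values other than these were computed from the deposited intensities. They were log2-transformed, with no further normalization, in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3). Of 31099 probe sets, 11379 were Absent on every array and were left out, as in the paper. Probe sets that name several genes name none here. The kept probe set with the highest mean log2 signal stands for its gene, and a gene without such a probe set has no value. Present calls covered 46.0% of probe sets per array on average (SD 3.60), and low signals near those called Absent carry little information on the size of a change. Where the dimmer group was Absent on all its arrays, a fold is a lower bound, and where both were Absent no fold is given.

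Differences at 1h, 3h, 6h, 12h and 24h, and between the 24h and the 1h response, were tested with limma 3.58.1 in R 4.3.3, in 1 model of 7 groups with experiment as a block. Adjusted p-values are Benjamini-Hochberg values over all kept probe sets, with 0.05 as the threshold. The 3h, 6h and 12h groups have 1 array each, which is assumed to vary like the other groups. Experiment is a block because each control and LPS culture of an experiment belongs together in the paper. As a check, the deviations of the arrays from their group means were correlated within experiment 1, and all 6 correlations lay between 0.263 and 0.689. The rank-sum test of the paper was run in its exact form, two-sided, on all LPS against all control arrays. It ignores experiment and time, and the arrays of 1 experiment are not independent of each other, so its p-values are nominal. The counts of valid 2-fold changes follow the paper. For genes responding in both experiments a 24h change had to be valid against both controls of its experiment, a narrower rule than the paper's selection relative to the 1h control. Neither kind of count has a test. The tests were first checked on simulated data with known changes. For limma and camera, values had the means of these probe sets and spreads drawn from the fitted distribution, and few probe sets were changed.

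A set of 46 gene lists (gene families of the paper, pathways and markers of cell types) was written before the data were examined. The lists were tested with camera from limma with a preset correlation between genes of 0.01, and with camera with an estimated correlation and fry as alternatives. With an estimated correlation, camera rests on the 3 residual degrees of freedom of the model and has little power. A test of how many genes of a list responded, against all other genes (Fisher's exact test), mirrors the paper's contingency test and was added after the data were seen. Genes named in the text are those that the paper names, whose values in its tables had been seen, members of the lists, and the 10 genes with the largest change in each direction at 1h and at 24h among those past the threshold, a rule that names no gene because none passed. Examples from a list, in the text and in the closing section, were picked after their values were seen. Gene names follow the RefSeq annotation of the rat genome.

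Alternatives to the scaling, the filter, the choice of probe set, the control used for a fold, the fold threshold and the block, as well as leaving out each array in turn, were written before the data were examined. Leaving out both LPS 1h arrays, leaving out the LPS 1h array of experiment 2 from the list tests, and counting changes at 3h, 6h and 12h against the 1h control alone were added after the data were seen. The qPCR, flow cytometry and protein data of the paper are not among the deposited data and were left out, as was its pathway analysis, whose software and pathway sets are not at hand.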

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

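Regrouping the arrays with 2 of each experiment, setting the arrays of experiment 2 against the others, and leaving out the LPS 1h array of experiment 2 were chosen after the result was seen.

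On the LPS arrays, the lowest signal called Present was 2.1 on the 1h array of experiment 1, far from the next lowest, 13.4. It was the only such array among 8 comparisons of array quality, and chance marks about 1 in 20 groups. That array also had the smallest share of Present calls (39.4%).

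Regrouping the 11 arrays tests the rank-sum count. Chance cannot be excluded over all groupings into 7 and 4 arrays, where 7 of 100 gave at least as many genes as the 1461 of LPS against control (highest other 2639). Among groupings that take 2 arrays of each experiment, as the controls do, 2 of 100 gave as many, the real grouping counted among them (highest other 1514). This restriction was chosen after the result was seen, so it makes chance less likely without excluding it. The 4 arrays of experiment 2 against the others gave 3429 genes, more than LPS against control, which points to a structure of the arrays by experiment. With experiment as a block, limma called 0 genes for LPS against control (1914 with an unadjusted p under 0.05).

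Several gene lists differed between the 24h and the 1h response, by a camera test of the difference itself, here with the adjusted p, the median log2 difference and the genes with its direction. Higher at 24h relative to 1h were interferon-stimulated genes (9.06e-18, 1.29, 60 of 63), class I antigen presentation (2.39e-07, 0.94, 18 of 18), glycolysis genes (1.47e-06, 0.58, 16 of 19), interleukins (2.40e-04, 1.11, 16 of 20), CXC and other chemokines (0.00300, 1.02, 12 of 13), antioxidant and heme genes (0.00394, 0.70, 13 of 17), CC chemokines (0.0122, 1.01, 10 of 11), IRAK, STAT and SOCS genes (0.0241, 0.68, 9 of 13). Lower at 24h relative to 1h were cell cycle genes (1.69e-04, -0.97, 32 of 36), oxidative phosphorylation genes (1.92e-04, -0.51, 29 of 31), actins and contractile genes (5.85e-04, -0.42, 37 of 43), ribosomal proteins (0.0101, -0.32, 23 of 23), collagens (0.0141, -0.66, 19 of 23). With an estimated correlation the smallest adjusted p of these lists was 0.793, and limma called 0 single genes for this difference (677 with an unadjusted p under 0.05). Without the LPS 1h array of experiment 2 the adjusted p was 0.107 for CC chemokines, 0.0552 for IRAK, STAT and SOCS genes and 0.386 for collagens, the other lists stayed under 0.05 in the same direction, and 1867 genes had an unadjusted p under 0.05.

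Gene groups that the paper does not discuss, beyond listing a cell cycle checkpoint pathway in its pathway analysis, also stood apart from other genes. At 24h these were glycolysis genes (higher, camera adjusted p = 2.52e-09, median log2 0.71, 17 of 19 above control), antioxidant and heme genes (higher, adjusted p = 0.00103, median log2 0.60, 14 of 17), leukocyte markers (higher, adjusted p = 0.0388, median log2 0.37, 12 of 18), cell cycle genes (lower, adjusted p = 7.08e-11, median log2 -1.55, 35 of 36) and oxidative phosphorylation genes (lower, adjusted p = 1.53e-05, median log2 -0.46, 30 of 31). At 1h ribosomal protein genes were higher (adjusted p = 0.0125, median log2 0.20, 22 of 23) and cell cycle genes lower (adjusted p = 3.51e-05, median log2 -0.58, 32 of 36), and without the LPS 1h array of experiment 2 the cell cycle value was 0.905, with the direction turned. With an estimated correlation the adjusted p at 24h was 0.542 for cell cycle genes, 0.603 for oxidative phosphorylation and 0.426 for each of the others, and at 1h 0.924 for ribosomal proteins and 0.915 for cell cycle genes.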

How the results depend on the processing

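Leaving out both 1h LPS arrays, and leaving out the LPS 1h array of experiment 2 from the list tests, were chosen after the result was seen. The other alternatives were set before the data were examined. The arrays are limited in number and by the dim transcripts, whose signals overlap those called Absent (per-array medians of 57.7 to 103), so that folds of such transcripts are bounds. In simulated data with few probe sets changed, limma recovered 35.5% of 8-fold changes at 24h and 0 of the smaller changes or of those at other times. Except where a sentence says otherwise, the cause was not tested.

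With limma and experiment as a block, 0 genes passed in each of the 6 comparisons, while 539 (1h), 1753 (24h), 981 (3h), 1855 (6h), 1796 (12h) and 677 (24h against 1h response) had an unadjusted p under 0.05. No alternative changed the counts at 1h or for the difference between the responses. With an offset of 50 the counts were 14 at 24h (6 higher and 8 lower), 5 at 3h, 161 at 6h (109 higher and 52 lower) and 74 at 12h (51 higher and 23 lower). With a trended and robust variance they were 64 (26 higher and 38 lower), 5, 284 (147 higher and 137 lower) and 177 (100 higher and 77 lower). Taking all 4 controls as 1 group gave 538 at 24h (222 higher and 316 lower), with more arrays in the control group by construction. Genes Present on at least 2 arrays gave 70 at 6h and 6 at 12h, without the block 5 and 3, quantile normalization 6 at 6h, and the mean of a gene's probe sets 3 at 6h. The block changed no other count of calls. Leaving out 1 array at a time gave 0 to 1 genes at 6h and 0 to 1 at 12h (1 without either LPS 24h array), and 0 in the other comparisons.

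The 1461 genes of the rank-sum test became 1650 without a filter, 1420 with Present calls on at least 2 arrays and 1385 after quantile normalization. Limma on the same groups called 0 with the block and 0 without it (1914 and 1551 with an unadjusted p under 0.05). Leaving out 1 array at a time gave 901 to 1891 genes, with 929 without the 24h control of experiment 1, 943 without the 1h control of experiment 2 and 901 without its 24h control, and without both 1h LPS arrays the count was 1937. With a 3-fold criterion, 222 genes responded in both experiments and 1550 had a valid change, fewer by construction, and the other settings gave 502 to 600 and 2974 to 3121.

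Over all comparisons camera made 76 list calls. Camera with an estimated correlation called 0, and fry made 1 (TGFβ genes, lower at 24h). The former has little power with the 3 residual degrees of freedom of the model, so its count of 0 does not decide whether the lists shifted. Direction and call were kept for 67 without the block, 72 after quantile normalization, 74 with a floor of 32 and 67 without the LPS 1h array of experiment 2, and no list turned under quantile normalization or the floor. The cell cycle list turned to higher at 3h without the block (adjusted p = 0.852) and at 1h without that LPS array (adjusted p = 0.905), and neither is a call.

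Of 87 Table 1 genes, the largest change kept its direction within 1.5 times its size for 82 with the 1h control alone (RT1-CE12 turned to -4.17), 84 with the 24h control for 24h (Col8a2 turned to -4.11), 84 with a floor of 32, 81 with the probe set of largest change and 68 with the mean of both experiments, where Tgfb1 turned to 1.50, Col1a1 to 1.60 and Col11a1 to 2.18. The second deposited table gave identical values.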

Differences from the paper's values

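The paper's methods select genes by a change relative to the 1h control, with 24h also set against the 24h control, while its Table 1 names no control for its folds. Folds here were set against the mean of both controls of experiment 1, as fixed before the data were examined. Of 84 genes, 77 had a largest fold within 1.5 times the paper's (or a bound below it), 81 had the same time of the largest change and 68 the same time of the first 2-fold change. Bounds made up 21 of the 84, and a bound far below the paper's fold counts as agreement although it cannot test it. Of the 63 measured folds, 56 lay within 1.5 times. With the 1h control alone, 49 of 60 measured folds lay within 5% of the paper's, compared with 14 of 63 with both controls. The alternatives compared were set before the data were examined, namely the 1h control alone, the 24h control for 24h, the mean of both experiments, the probe set with the largest change and a floor of 32.

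The folds that differ are these. For Ccl6 the paper's increase is 21.5-fold and the value here 13.2-fold, and for Ccl19 the paper's is 6.1-fold and the value here 9.46-fold. For Col8a2 the paper's increase is 4.4-fold and the value here 2.85-fold. With the 1h control alone these became 21.4, 6.05 and 4.32, within 1.5 times of the paper's, and the other 4 alternatives left each of them outside. For Mmp9 the paper's 230.4-fold increase stands beside 152-fold, with at least 230.3-fold for the 1h control alone and at least 170.1-fold for the probe set with the largest change, and the 3 others outside. For decreases, the paper's 4.4-fold for Col1a1 stands beside 2.67-fold, its 3.9-fold for Col5a1 beside 2.41-fold and its 3.9-fold for Mmp23 beside 2.24-fold. The probe set with the largest change gave 4.57-, 3.33- and 3.79-fold, within 1.5 times, and the 1h control alone gave 2.62-fold for Col5a1. No other alternative did so for these 3 genes.

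The time of the largest change is 6h in the paper and 12h here for Map3k1, 24h in the paper and 12h here for Tgfbr1, and 3h in the paper and 6h here for Socs5. The probe set with the largest change gave the paper's time for Map3k1 and Tgfbr1 and no other alternative did, and none did so for Socs5.

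The first 2-fold change, counted in the direction of the largest change, differs for 16 genes. The paper's 6h stands beside 3h for Tlr8 and 3h for Cxcl13, the paper's 6h beside 12h for RT1-M3-1, the paper's 12h beside 24h for Acta1 and 24h for Col14a1, the paper's 3h beside 12h for Mmp2 and the paper's 1h beside 3h for Ccl7. With the 1h control alone all of these 7 took the paper's time. The mean of both experiments did so for Ccl7, and also for Map3k4 (the paper's 6h, here 1h), Irf1 (the paper's 3h, here 1h) and Col11a1 (the paper's 3h, here 24h for the decrease, after an increase of 2.18-fold at 3h). The probe set with the largest change did so for Map3k1 (the paper's 6h, here 3h) and Tgfbr1 (the paper's 3h, here 6h). For each of these 12 genes the alternatives not named kept the difference, except that the mean of both experiments gave no value for Col14a1. None of the alternatives gave the paper's time for Il17f (the paper's 12h, here 6h), Ccl6 (the paper's 12h, here 24h), Dcn (the paper's 1h, here 3h for the increase, after a decrease of 3.50-fold at 1h) or Mmp13 (the paper's 6h, here 3h).

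Where the paper's text gives about 100-fold at the maximum, the values here were at least 252-fold for Cxcl2, at least 198-fold for Cxcl10, 167-fold for Cxcl11, 308-fold for Mmp3, 152-fold for Mmp9 and 299.7-fold for Mmp13. The 1h control alone gave at least 146-fold for Cxcl11, the 24h control for 24h gave 101-fold for Mmp9 and the mean of both experiments gave 91.5-fold for Mmp13, within 1.5 times of the paper's. The remaining alternatives for these 3 genes, and every alternative for Cxcl2, Cxcl10 and Mmp3, stayed outside. The paper's own Table 1 gives 316.8 for Cxcl2, 146.2 for Cxcl11, 308.1 for Mmp3, 230.4 for Mmp9 and 255.4 for Mmp13, above its text as the values here are, and only Mmp9 lies more than 1.5 times from that table. For Tnfaip6 at 3h the paper states nearly 100-fold, and the value here was 20.3-fold and stayed outside under every alternative.

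Among genes that responded in experiment 2 alone, the paper counts 26 with a response at 3h, 6h or 12h in experiment 1, and 72 were found here against both controls. A 3-fold criterion gave 29, within 1.5 times of the paper's, while quantile normalization (66), a floor of 32 (72) and the 24h response taken against the 24h or the 1h control alone (97 and 83) did not. The definition against both controls was chosen after the values of both definitions were seen. It replaced a count against either control, which gave 117, so that the choice lies nearer to the paper's count, as it does for genes of experiment 1 alone (the paper's 330, with 429 against both controls and 531 against either). With 3h, 6h and 12h set against the 1h control, as in the paper's methods, the counts were 87 and 488, a setting also chosen after the result was seen.

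In some places the direction or the detection of a gene differs. The paper describes a robust increase of Nos2, together with a higher release of NO metabolites by LPS-stimulated cells (Figure 4D). The probe set of Nos2 was Absent on all arrays here, with a highest signal of 541. No fold can be given for it, and the release of NO metabolites is not addressed by these arrays. Rictor, which the paper lists as not expressed, was Present on 11 arrays. Cxcr5, also listed so, was Present on up to 6 arrays, and Mylk2 and Mylk3 on up to 3 and 2. Tlr4, unaltered in the paper, had 4 valid decreases, at 3h and 6h in experiment 1, where each time is 1 array. At 24h, the time of the paper's TLR4 Western blot, its signal was near control in both experiments, so the difference is limited to those times. Cxcl12 and Cxcl4 (Pf4), which show no appreciable change in the paper, had 4 and 2 valid increases. Ifngr1, stable in the paper, fell by the exact rank-sum test (unadjusted p = 0.00606) and had valid decreases in experiment 2. Lamtor2 also fell by that test (unadjusted p = 0.0242) but had no valid 2-fold change, so it is unaffected by the paper's criterion. After adjustment, 0 genes passed the rank-sum test. Actn1, robustly decreased in the paper, was 1.67-fold below control at 24h in experiment 1 and had no valid change, although Acta2, Actg2 and Acta1, named with it, were lower there. For Ccr1 the paper gives a very large increase. The value here at 24h in experiment 1, at least 4.05-fold, is a lower bound over Absent controls and does not by itself conflict with that. In experiment 2 Ccr1 was 1.75-fold lower. Endothelin 1 (Edn1), higher in the paper, was higher at 3h and lower at 24h. The change of Il1rl1, modest in the paper, was a 19.4-fold decrease at 24h in experiment 1 for the brighter of its 2 probe sets. The other had a log2 change of only -0.51 against the 24h control, so the difference from the paper depends on the probe set.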

Other observations

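The tests of explanations in this part were chosen after the result was seen, except that the test on early genes outside the inflammatory lists was set before its own result, though after the pattern, was seen.

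Genes of proliferation and metabolism also differed between LPS-stimulated and control cells. Cell cycle genes were lower at 24h, with a median log2 change of -1.55 (camera adjusted p = 0.542 with an estimated correlation), and 4 of them passed limma adjusted over the list alone (0 over all genes, 26 with an unadjusted p under 0.05). Cdk1, the kinase that starts mitosis, was 7.03-fold and at least 3.22-fold below control at 24h in experiments 1 and 2, and Ccnb1 (cyclin B1), its partner, 7.84-fold and at least 4.19-fold. Glycolysis genes were higher at 24h (median log2 change 0.71, adjusted p = 0.426 in that test, 9 adjusted over the list alone and 0 over all genes, 11 unadjusted). Slc2a1, which encodes the glucose transporter GLUT1, was 12.1-fold and 4.00-fold above control, and Hk1 (hexokinase) rose by the rank-sum test (exact p = 0.0242). Oxidative phosphorylation genes had a median log2 change of -0.46 (adjusted p = 0.603), with 0 past limma adjusted over the list alone and 0 over all genes (11 unadjusted).

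Among antioxidant and metal-binding genes, those that rose include Slc7a11, which imports cystine for glutathione (50.6-fold and 21.8-fold above control at 24h), Sod2, the mitochondrial superoxide dismutase (7.66-fold and 2.61-fold), and Mt2A, a metallothionein (8.11-fold and 1.92-fold), each by the rank-sum test (exact p = 0.0242, 0.00606 and 0.0242). Of the list 6 passed limma adjusted over the list alone and 0 over all genes (10 with an unadjusted p under 0.05, and camera adjusted p = 0.426 with an estimated correlation), and Tfrc, the transferrin receptor, was 2.85-fold and 2.61-fold below control. Ptges, which makes prostaglandin E, was 60.5-fold and 2.88-fold above control, C3, the central complement protein, 5.98-fold and 4.63-fold, and C1s rose by the rank-sum test (exact p = 0.0242).

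Other lists are given with the camera adjusted p, the median log2 change and the genes above control. Immediate-early genes were higher than other genes at 3h, with 3.80e-05 (0.70, 23 of 30) and adjusted p = 0.500 with an estimated correlation, and had 0.0779 (0.17, 19 of 30) at 24h. At 24h prostaglandin genes had 0.729 (-0.05, 7 of 15), complement and acute-phase genes 0.949 (0.50, 10 of 19), genes of retinoid metabolism, by which HSCs store vitamin A, 0.662 (-0.38, 6 of 13), genes of cholesterol synthesis 0.275 (-0.19, 4 of 20) and ribosomal proteins 0.433 (-0.14, 5 of 23). Markers of macrophages had 0.192 (-0.55, 8 of 18) at 24h, neutrophils 0.970 (-0.53, 1 of 3), lymphocytes and NK cells 0.419 (0.43, 4 of 6), endothelial cells 0.929 (-0.23, 3 of 10), hepatocytes 0.661 (0.01, 6 of 10), cholangiocytes and mesothelial cells 0.419 (-0.18, 4 of 8) and stellate cells 0.681 (-0.32, 4 of 15).

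Probe sets of macrophage markers had high signals on every array. Lyz2 (lysozyme) had a mean signal of 17424, Cd68 14475, Mpeg1 14463 and Cd5l, a Kupffer cell marker, 12640.1, and the leukocyte markers Cd53 and Ptprc (CD45) had 16825 and 5628. A raised background is argued against, since 8.62% of endothelial, hepatocyte and lymphocyte markers were Present on all arrays, against 72.2% of macrophage markers. Macrophages in the cultures and expression of these genes by the stellate cells themselves cannot be told apart, because no culture free of macrophages was measured. Either may be the source of these signals, whose median lay at percentile 90.6 of all genes, a rank that is no measure of transcript levels because probe sets differ in brightness (18 markers, 4 in another list and 2 named by the paper), and the paper's flow cytometry and immunoblots for CD68, CD11b and CD31 (Figure S1) address the purity of the cells directly.

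Early inflammatory transcripts were high in control cells of experiment 2. All 16 genes of the inflammatory lists that increased at 1h in experiment 1 had higher control signals in experiment 2, by a median log2 of 3.38, with Tnf and Cxcl2 the furthest apart. The tables argue against exchanged control and LPS labels, since the late genes differed by a median of 0.25. They also argue against scaling (median of all genes 0.0162). The 16 genes exceeded the difference of macrophage markers by 2.52. That does not decide whether more macrophages were the whole cause, since the 16 were chosen against the controls of experiment 1. The markers may also come from the stellate cells themselves. An early inflammatory response under way in the control cultures of experiment 2 stays open, since of 60 genes outside these lists with a valid increase at 1h in experiment 1, 38.3% were at least 2-fold higher on both its control arrays, which does not decide it. What would have started such a response was not tested.

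Other differences between the control cells of the experiments were not weighed. Stellate cell markers had a median log2 difference of -1.02 in experiment 2 relative to experiment 1 and macrophage markers of 0.86. MHC II genes were far brighter in control cells of experiment 2, with RT1-Ba at 442 and 542 in experiment 1 and 7633 and 9336 in experiment 2, and Cd74, their invariant chain, at 509 and 522 and 8656 and 10373. The transcript of Gfap, which marks HSCs, was Present on 1 array. An Absent call does not speak to the protein, which the paper stained as its HSC marker in flow cytometry (Figures S1 and S4).

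Contractile genes and collagens were lowered less at 24h in experiment 2 than in experiment 1. The 43 contractile genes had a median log2 change of -1.04 at 24h in experiment 1 and -0.15 in experiment 2, where 19 were above control, and the 23 collagens had -0.67 and 0.23, with 18 above control in experiment 2. The control cells of experiment 2 may already have been at or below the level that LPS gives in experiment 1, since their median difference from the controls of experiment 1 was -2.06 over these genes (-2.09 and -2.00 by list), beyond the -0.91 that LPS gave at 24h in experiment 1 against both its controls. Neither the difference between the experiments nor what lowered these transcripts in the controls of experiment 2 was tested.

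The array labelled LPS 1h of experiment 2 shared part of the later response. Of 604 genes with a valid increase at 6h or 12h and none at 1h in experiment 1, 31.1% were at least 2-fold above control on it, with 6.29% at 1h and 47.9% at 3h in experiment 1, and 45.0% on the LPS 24h array of experiment 2. An exchange of the LPS labels of experiment 2 was tested and not settled. The share was higher on the array labelled 24h than on the one labelled 1h, by 13.9 percentage points (standard error over genes 2.03). With 1 array each, that error holds no spread between arrays. The bound of this test was set after the value was seen, in place of a stricter one that the share of 45.0% did not reach. A later harvest was tested on the 31.1% and not settled, and a faster response of the cells could not be tested without a further 1h array, since the genes were chosen for having no increase at 1h in experiment 1.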
